# Rapamycin reduces peritendinous fibrosis but has a limited effect on intratendinous healing in a rodent Achilles tendon injury model

**DOI:** 10.1038/s41598-026-45606-x

**Published:** 2026-03-26

**Authors:** Neil Marr, Danae E. Zamboulis, Ross E. Beaumont, Zofia J. Tatarczyk, Marianne Pultar, Yu-Mei Chang, Richard J. Piercy, Richard Meeson, Mandy J. Peffers, John C. W. Hildyard, Chavaunne T. Thorpe

**Keywords:** Tendon, Interfascicular matrix, Rapamycin, mTOR, Achilles tendon, Tendinopathy, Tendon healing, Cell biology, Diseases, Medical research

## Abstract

Tendon injuries are common, affecting both athletes and the general population. Healing is often poor, with deposition of fibrotic, disorganised scar-like tissue leading to continued pain, dysfunction and reinjury. The pathogeneses of many fibrotic diseases, including tendinopathies, are influenced by the mammalian target of rapamycin (mTOR) signalling pathway, which modulates processes required for cell growth and proliferation. Rapamycin, an mTOR inhibitor, is a promising therapeutic for several fibrotic diseases, and can facilitate musculoskeletal tissue repair. Therefore, we used a needle-induced injury model of Achilles tendon repair in Wistar rats (*Rattus norvegicus*) to test the hypothesis that rapamycin treatment during the early stages of tendon injury enhances tendon healing via the modulation of resident tendon cell populations. Results demonstrated that, while rapamycin treatment decreased peritendinous fibrosis and appeared to modulate cell recruitment as well as circulating levels of several microRNAs, it did not enhance healing of lesions within the tendon core, up to three weeks post-injury. Consequently, rapamycin is not an effective therapeutic for acute tendon injury in this rodent model. Future studies should establish if rapamycin is able to improve tendon healing in aged animals or with longer-term administration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-45606-x.

## Background

Tendons are an essential component of the musculoskeletal system, permitting the transfer of muscle forces across the joint and enabling locomotion. Tendon injury is common, with injuries and ruptures affecting ~ 150,000 people in the UK, and 17 million people worldwide each year^1,2^ with a cumulative Achilles tendinopathy incidence of 6% in the general population, and up to 50% in athletes^3^. Tendon injury is characterised by extracellular matrix (ECM) disruption and cellular infiltration, often accompanied by rupture of collagen fibres in the tendon core^4–6^. Healing is generally poor, with deposition of functionally inferior fibrotic scar tissue often leading to chronic tendinopathy, continued pain and dysfunction^7^. Current treatment is often reliant on non-invasive pain management, rehabilitative methods or use of injectables which have variable effects^8^. Surgical intervention remains part of the mainline treatment approach for tendon injury, yet despite relatively few post-operative complications, there is substantial heterogeneity in outcomes and subsequent requirements for rehabilitation and physical therapy^9–11^. Regenerative therapies to limit local fibrosis and restore tendon function post-injury would consequently be highly beneficial.

Tendons are composed of collagenous fascicles, bound together by the interfascicular matrix (IFM, also referred to as the endotenon), which has diverse roles in tendon homeostasis that are critical to energy-storing tendons such as the human Achilles tendon and equine superficial digital flexor tendon^12–14^. Previous studies have established that the IFM houses several cell populations, and we have reported the specific recruitment of IFM-localised CD146+ (MCAM) cell populations to sites of injury^13,15,16^. This was accompanied by colocalised increases in laminin-α4, an extracellular ligand for CD146^17^, which has well-established roles in wound healing^18^. Though often reported as a tendon stem/progenitor cell population^19,20^, CD146+ cells are implicated in endogenous reparative processes particularly as part of the tendon vascular niche^15,16^, but alone they are insufficient for complete repair with failed healing leading to excess fibrosis, characterised by aberrant cell proliferation and type III collagen deposition. Application of small molecules that enhance the intrinsic repair mechanisms of tendon cell populations is an attractive strategy, and therefore pre-clinical studies are required to identify drug candidates (or druggable targets) that augment tendon healing.

The mammalian target of rapamycin (mTOR) pathway modulates processes required for cell growth and proliferation, including gene and protein synthesis, energy metabolism and autophagy^21^. One mechanism by which the mTOR pathway exerts its functions is via microRNA (miR) regulation^22^. miRs are small, non-coding RNAs (ncRNAs) that regulate gene expression and are packaged in extracellular vesicles (EVs); small membrane bound structures secreted by cells that play important roles in intercellular communication via nucleic acid and protein cargoes^23^. While comparatively little is known about the role of EVs and EV-associated miRs in tendon injury, we have previously identified several circulating miRs associated with injury^16^, and several mTOR-regulated miRs with anti-fibrotic and autophagy promoting functions are altered in tendon and skeletal disease^24–28^. Moreover, the increasing evidence of a vascular niche and associated cell populations within the tendon IFM^15^ imply a high level of communication between blood and tendon environments. Circulating EVs and their cargoes could serve as a surrogate for monitoring the systemic response to tendon injury via an initial angiogenic activation and subsequent processes resulting in tendon inflammation. Given that acquisition of serum in patients is relatively non-invasive, serum-derived EV biomarkers remain an attractive prospect for potential tendon disease diagnostics and therapies.

Rapamycin (sirolimus) is a direct inhibitor of the kinase mTOR through complex formation with its obligatory accessory partner FK506-binding protein 12 (FKBP12) as well as other members of the FKBP family^29^. Rapamycin is a promising therapeutic to treat several fibrotic diseases^30–32^: it facilitates musculoskeletal tissue repair, improving fracture healing and reducing the severity of peritendinous adhesions by inducing autophagy^33–35^. Studies have demonstrated potentially favourable effects when tendon cell populations are treated with rapamycin in vitro^36–38^, though in vivo studies have primarily investigated the anti-ageing benefits of rapamycin treatment^39,40^, or the capacity to potentiate repair under traumatic injury scenarios^41^. Inhibition of the mTOR pathway during the acute phases of tendon injury may therefore limit the progression of fibrosis and improve healing during subsequent stages of tendon healing, with circulating EV cargoes such as miRs potentially contributing towards tendon injury and inflammation at a systemic level. Therefore, this focused study tested the hypothesis that daily systemic administration of rapamycin during the early stages of an acute, needle-puncture tendon injury modulates resident tendon cell populations and enhances tendon healing. Furthermore, we aimed to assess whether rapamycin administration has a systemic effect in response to tendon injury via modulation of circulating EV-associated miRNAs to identify potential biomarkers associated with rapamycin treatment.

## Materials & methods

### Ethical statement

All procedures described were performed in compliance with the Animals (Scientific Procedures) Act 1986, approved by the Royal Veterinary College Animal Welfare and Ethical Review Board (ID:2016–0096 N; June 2017), conducted under Home Office project license PB78F43EE (license holder: CTT), and are reported according to the ARRIVE guidelines^16,42,43^.

### Housing & husbandry

Female Wistar rats (*n* = 24 total; 12 weeks old; mean weight 206 g (range 141–226 g)) were housed in groups of 3 in individually ventilated polypropylene cages, subjected to 12 h:12 h LD cycles between 08:00 and 20:00 at a temperature of 21℃. Animals were fed *ad libitum* on a maintenance diet (Special Diet Services, Chelmsford, UK) and provided with a rotational enrichment programme.

### Experimental design and surgical procedures

Surgical procedures (**Supplementary Figure ****S1**) were performed as described previously using the left hindlimb for needle-induced tendon injury^16^. Animals were anaesthetised as follows: induction (2% isoflurane; flow rate 2 L/min) was performed using an anaesthetic induction chamber attached to an isoflurane machine with vaporiser, oxygen concentrator, and Fluovac active scavenger unit (Vet-Tech Solutions Ltd., Cheshire, UK). Animals were given pre-operative analgesia (0.05 mg/kg buprenorphine, sub-cutaneous route) and placed in prone position on a heat pad for surgery. Anaesthesia was maintained via isoflurane inhalation (3%; flow rate 2 L/min) delivered using a nose-cone veterinary mask (Vet-Tech Solutions Ltd., Cheshire, UK). Achilles tendons were punctured 2 mm proximal to the calcaneal insertion using a 21G sterile hypodermic needle by passing the needle through the tendon once. Non-operated contralateral hindlimbs were used as controls (we have previously shown there is no difference in cell or extracellular matrix between sham-operated and non-operated tendons^16)^. All surgeries were performed by a single operator (RM). Rapamycin (powder; R-5000; LC laboratories, Massachusetts, USA) was dissolved in dimethyl sulfoxide (DMSO) at 100 mg/ml and diluted to a final concentration of 1 mg/ml in 5% (w/v) polyethylene glycol (PEG; P3265; Sigma-Aldrich, Poole, UK) and 5% (v/v) TWEEN 80 (P1754; Sigma-Aldrich, Poole, UK) in sterile-filtered water (W3500; Sigma-Aldrich, Poole, UK). Rapamycin solution was sterile-filtered and stored at − 80 °C until use. Vehicle solution consisted of 5% PEG and 5% TWEEN 80 in sterile water. Animals were administered analgesia for 48 h post-surgery (total doses = 5; 0.05 mg/kg buprenorphine, sub-cutaneous). Gait was monitored for potentially adverse effects due to surgery, and weight (severity threshold = 20% weight loss) was monitored for adverse reaction to rapamycin treatment. No adverse gait or weight loss was observed throughout the entire study.

Experimental design and procedures are outlined in Fig. 1. Animals were allocated to groups using a randomisation sequence (4 groups: treated/untreated, collected at either day 7 or day 21, *n* = 6/group). All groups underwent surgery to their left Achilles tendon to induce injury. Treated animals were injected daily (intraperitoneal; i.p.) with 2 mg/kg rapamycin (RAPA), while untreated animals received volume-matched vehicle (VEH) solution (Fig. 1A). Dosing regimens (Fig. 1B) were started 24 h post-surgery and ended 24 h prior to euthanasia. For the day 7 groups, animals consequently received a total of five i.p. injections, whereas day 21 groups received a total of 19. Euthanasia was conducted via rising CO_2_ inhalation (chamber fill rate: 20% volume/min) and confirmed with cardiac puncture (blood collection) and cervical dislocation.

**Fig. 1:**
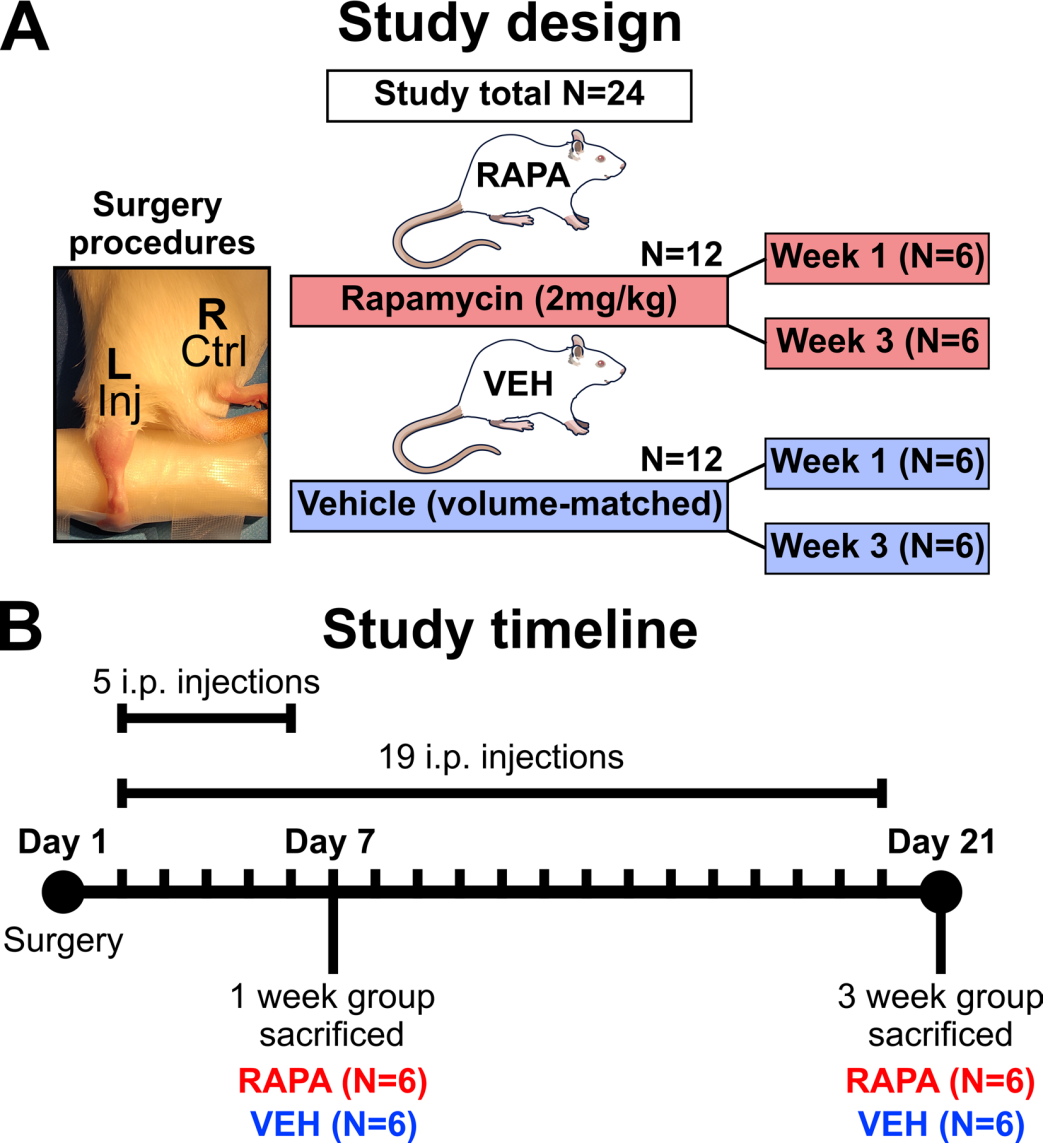
Experimental design and timeline. **(A)** Rats were subjected to needle-induced Achilles tendon injury in the left hindlimb, with the contralateral right intact tendon acting as the control. A total of 24 rats was used and grouped by treatment with rapamycin (RAPA) or volume-matched vehicle (VEH), and sub-grouped by timepoints at 1 week and 3 weeks. **(B)** Study timeline began at day 1 with surgery performed, followed by daily i.p. injections until the day preceding sacrifice. For treatment regimes, 1-week subgroups received their first dose at day 2 and final dose at day 6 (five total injections), and week 3 subgroups similarly were dosed from day 2 until receiving their final injection on day 20 (19 total injections). Rat schematic adapted from NIAID Visual Medical and Arts. 10/01/2025. Black rat. NIAID NIH BIOART Source. bioart.niaid.nih.gov/bioart/54.

### Tissue & serum processing

Left and right Achilles tendons were harvested from cadavers within 2 h postmortem. Tendons were snap-frozen (dry ice-chilled hexane) in optimal cutting temperature embedding matrix (OCT; Cell Path, Newtown, UK) then stored at − 80 °C. Cadavers were examined post-mortem for abnormalities in major organs including liver, heart, lungs, and kidneys. No gross pathologies were observed. Blood samples were collected into plain tubes following cardiac puncture, allowed to clot for 30 min, then spun at 1500 RCF for 10 min and serum harvested. All samples were stored at − 80 °C prior to analysis.

### Histology

Coronal serial sections (12 μm) were prepared from OCT-embedded tendons, mounted on glass slides (Epredia SuperFrost Plus) with ~ 3 sections mounted per slide and air-dried at room temperature (RT) for 2 h before storage at − 80 °C. Thawed slides (two slides per sample; *n* = 6 per treatment group/timepoint) were fixed in methanol: acetone (1:1; 5 min.), washed with dH_2_O, and haematoxylin and eosin (H&E) stained as described previously^16^. Sections were imaged using a Zeiss Axioscan slide scanner (×20 objective, Zeiss, Oberkochen, Germany). Sections with obvious mounting artifacts (tears, folds or inadequate staining) were excluded from analysis. Images were scored as performed previously^16^ by two independent blinded scorers (RB & DZ), using a modified Bonar scoring system^44^ to assess cellularity, cell morphology, tissue organisation, and vascularity (see **Supplementary Table 1**). Scoring also included a fifth category which assessed the peritenon independently, given previous studies reporting that rapamycin enhances peritenon healing^35^. Scores in each category were summed to give a total score. Inter-observer variability was assessed by calculating linear weighted Kappa statistics^45^ using an online software tool (https://vassarstats.net/kappa.html).

### Immunohistochemistry

Immunohistochemistry was performed as previously described^16^. Fixed sections (three sections per slide; four slides per sample; *n* = 6 per treatment group/timepoint) were washed with Tris-buffered saline (TBS) and incubated with blocking buffer (5% rat serum and 5% goat serum diluted in TBS containing 1% bovine serum albumin (BSA)) for 2 h at room temperature (RT). Sections were incubated with primary antibodies (anti-CD146, Abcam ab75769, 1:100; anti-Collagen III, Abcam ab6310, 1:100) diluted in blocking buffer (described above) overnight at 4°C. Sections were washed with TBS, treated with 0.3% hydrogen peroxide for 15 mins, and incubated with secondary antibodies (goat anti-rabbit IgG, Dako; goat anti-mouse IgG, Dako, both at 1:500) diluted in blocking buffer for 1 h at RT. Sections were developed for 5 mins with 3,3’-diaminobenzidine (DAB, Vector Labs, San Francisco, CA, USA), counterstained with haematoxylin for 30 s, dehydrated, and mounted with DPX (Sigma-Aldrich, Poole, UK). Sections were cured overnight and imaged using a slide scanner and ×20 objective (Zeiss Axioscan, Oberkochen, Germany).

### Quantitative reverse transcription PCR (RT-qPCR)

Quantitative reverse transcription PCR (RT-qPCR) was performed as previously described^43^. Briefly, RNA was isolated from cryosections of OCT-embedded tendons (30–50 cryosections, *n* = 6 per treatment group/timepoint), collected serial to those mounted for histology. RNA was isolated using TRIzol as per manufacturer’s guidelines with an additional 1:1 chloroform extraction following phase separation. Purity of RNA was measured using a spectrophotometer (DS-11; DeNovix), and samples with 260/230 absorbance ratios < 1.7 were re-precipitated using isopropanol. Samples that did not pass RNA quality control after this additional step were excluded (a total of 8 samples, from the following treatment groups/timepoints: Veh d7 and d21, Rapa d7 and day 21). cDNA synthesis (800 ng RNA) was performed with a High-Capacity cDNA synthesis kit (ThermoFisher). cDNA was diluted 1:10 with nuclease-free water and stored at − 20 °C. qPCR was performed using a CFX384 thermal (384-well plates; Hard-Shell thin wall, skirted, #HSP3805, BioRad) with PrecisionPLUS SYBR green mastermix (Primerdesign). PCR reactions (10 µL; triplicates) were carried out using 2 µL cDNA per well (ca. 8 ng cDNA). All primers (Table 1) were either selected from literature or designed in-house using Primer3 (exon spanning by default)^46^. All runs included melt curve analysis as standard and template-free controls to confirm single amplicons and primer specificity with amplification. Quantification cycle (Cq) values were determined by regression and converted to Relative Quantities (RQ). The expression of genes of interest (GOI) was normalised to the mean expression of three reference genes (*Actb*, *Hprt1* and *Csnk2a2*) previously determined to be the most stably expressed in rat Achilles tendon^43^.

**Table 1:** Primer sequences used for qPCRs.

Gene symbol	Gene name	Primer sequence (5’−3’)	Reference
*Actb*	Actin Beta	**Forward:** ATTGCTGACAGGATGCAGAA **Reverse**: TAGAGCCACCAATCCACACAG	^47^
*Acta2*	Actin Alpha 2	**Forward**: GCCAGTCGCCATCAGGAAC **Reverse**: CACACCAGAGCTGTGCTGTCTT	^48^
*Col3a1*	Collagen Type III Alpha 1 Chain	**Forward**: GAGGAATGGGTGGCTATCCT **Reverse**: GGTATCCAGGAGAACCAGGAG	^49^
*Csnk2a2*	Casein Kinase 2 Alpha 2	**Forward**: TCCATGGGCAGGACAACTAT **Reverse**: AAAGTTTTCCCAGCGCTTCC	^43^
*Hprt1*	Hypoxanthine Phosphoribosyltransferase 1	**Forward**: GCTGAAGATTTGGAAAAGGTG **Reverse**: AATCCAGCAGGTCAGCAAAG	^47^
*Lama4*	Laminin Subunit Alpha 4	**Forward:** AACTGACCGAGGCTGTCAAG **Reverse**: TGAGGTTTCTCACTGCGTCC	^50^
*Mcam*	Melanoma Cell Adhesion Molecule	**Forward**: GAGGTCACTGTCCCTGTCTT **Reverse**: TCGGTGCTTTCCTCTTCCAT	Designed
*Mtor*	Mechanistic Target of Rapamycin Kinase	**Forward**: AGATACGCCGTCATTCCT **Reverse**: GCTCAAACACCTCCACCT	^51^
*Pecam1*	Platelet Endothelial Cell Adhesion Molecule 1	**Forward**: CTGGGAGGTATCGAATGGGC **Reverse**: CCCGAGACTGAGGAATGACG	^52^
*Rictor*	RPTOR Independent Companion Of MTOR Complex 2	**Forward:** GAGGTGGAGAGGACACAAGCCC **Reverse**: GGCCACAGAACTCGGAAACAAGG	^53^

### Serum-derived extracellular vesicle miRNA and tRNA sequencing

EVs were isolated from serum samples (*n* = 3 per timepoint per treatment (*n* = 6/group); stored at −80℃ until processing) by size exclusion chromatography (SEC) using qEV single 70 nm columns (IZON, Lyon, France) following the manufacturer’s instructions. Total RNA was extracted using the miRNeasy mini kit (Qiagen, Hilden, Germany) and 5 µL total RNA was used as an input for small RNA sequencing library preparation. Next-generation sequencing (NGS) data were analysed using the miND analysis pipeline^54^ with adaptions for tRNA quantification (see **Supplementary methods**). Resulting data are deposited on NCBI GEO, accession GSE293831.

### Statistical analyses

Prior to analyses, qPCR and Bonar scoring data were averaged (per animal per limb). Linear mixed effect models were fitted for each gene or Bonar category using lme4 package using R version 4.4.2 (https://cran.r-project.org/). Effect variables were limb (control vs. injured), treatment (vehicle vs. rapamycin) and timepoint (1 week vs. 3 weeks). For each animal (i.e. subject), repeated measures were accounted for using random effect in the model (i.e. left injured limb vs. right control limb). Normality of the model residuals were assessed via visual inspection of the histogram and Shapiro-Wilk test. Type III Analysis of Variance with Satterthwaite’s method was performed using lmerTest package to obtain p-values for the main effects and interactions in the linear mixed effects models. Post hoc pairwise comparisons (Holm P-value adjustment method) were performed on variables (limb, timepoint and treatment) using phia package. Figures were generated using GraphPad Prism version 10.4.1 for Windows (GraphPad Software, Boston, Massachusetts USA; https://www.graphpad.com/updates/prism-10-4-1-release-notes) and Inkscape version 1.3.2 (https://inkscape.org/release/inkscape-1.3.2/).

## Results

### Rapamycin did not enhance intratendinous healing but limited peritendinous fibrosis at 3 weeks post-injury

Tendon injuries were (blindly) assessed histologically at both day 7 and day 21 post-surgery using H&E (Fig. 2A) and subsequently scored using a modified Bonar scoring system (**Table ****S1**). Detailed results, including one- and two-way interactions between variables, are detailed in **Table S2**. Total scores in injured tendons were typically ~ 8–10, readily distinguished from uninjured tendons (total score ~ 3–5) in both treated and untreated groups (**Figure S2**), yet rapamycin treatment had no overall significant effect on post hoc comparisons including total score, cell morphology, cellularity, tissue organisation or vascularity (Fig. 2**)**. Rapamycin treatment did however significantly reduce peritenon scores, with respect to both time and injury: compared to vehicle treatment, rapamycin significantly reduced peritenon scores at day 21 (Fig. 2B; *P* = 0.0038), and these scores were also significantly lower than those at day 7 of rapamycin treatment (Fig. 2B; *P* < 0.001).

**Fig. 2:**
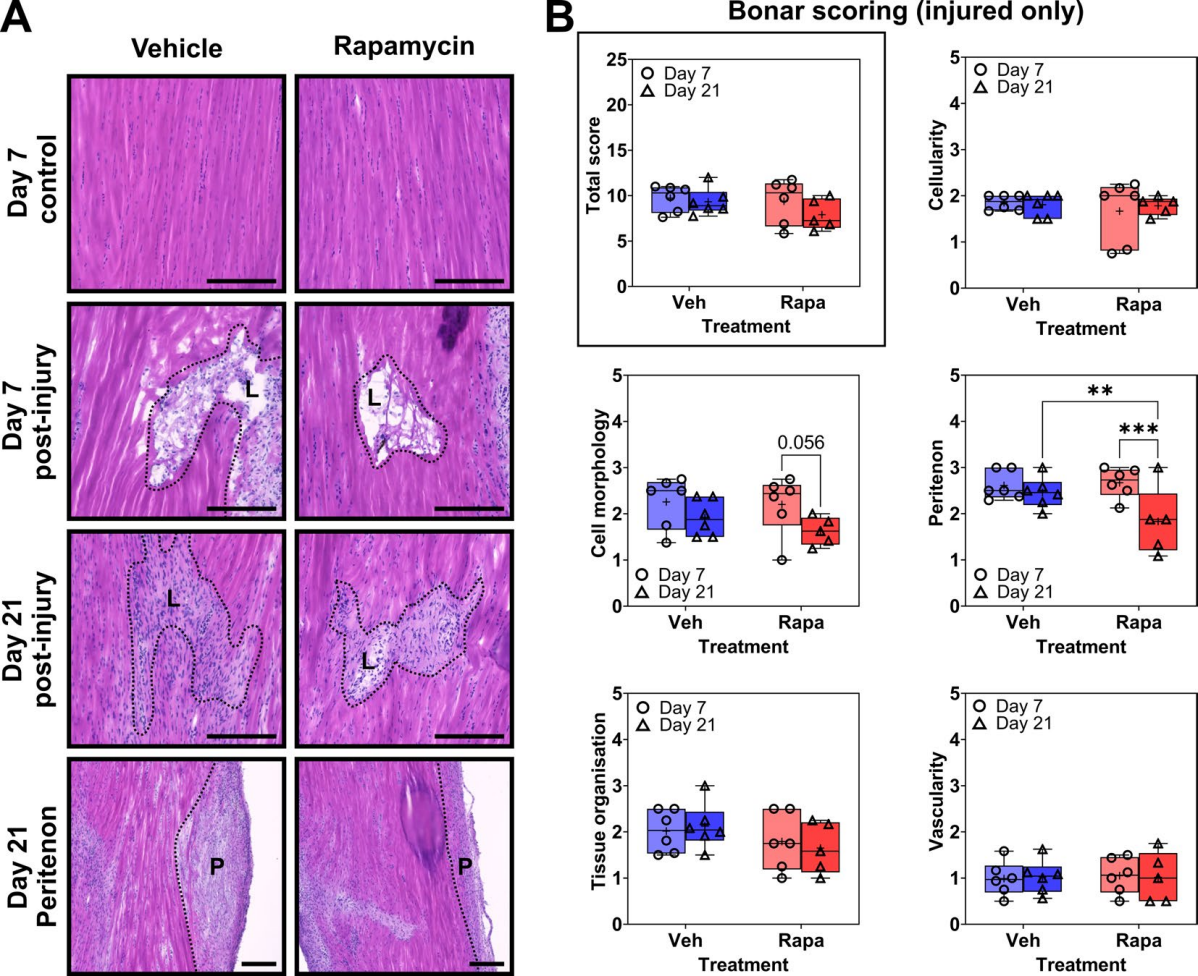
Rapamycin did not improve tendon healing but reduced peritendinous fibrosis. (**A**) Representative images of Achilles tendons at day 7 and day 21 following needle-induced injury and rapamycin treatment. L = lesion. P = peritenon. (**B**) Box-and-Whisker plot featuring minimum and maximum values from Bonar scoring results of independently assessed histological images of tendon injuries, including total score (solid box), cell morphology, cellularity, peritenon fibrosis, tissue organisation and vascularity. are presented. (+) denotes mean. *n* = 6 animals per timepoint per treatment. (*) *P* ≤ 0.05, (**) *P* ≤ 0.01, (***) *P* ≤ 0.001. O = 1 week, △ = 3 weeks. Vehicle = blue, Rapamycin = red.

As we have reported previously, CD146+ cells are recruited to tendon injury sites by day 7 post-surgery. We hypothesised that rapamycin treatment would enhance CD146+ cell recruitment and thus improve tendon repair. Accordingly, we used immunolabelling to assess CD146+ cell numbers, and presence of the wound marker collagen type 3 (Col III), both within the lesion and in peritenon regions (Figs. 3 and 4). In uninjured tendons, CD146+ cells were confined to IFM and the peritenon of uninjured tendons, with rapamycin treatment eliciting no apparent difference in CD146+ cell number or distribution. In injured tendons, however, rapamycin treatment resulted in a modest reduction in apparent CD146 labelling at the lesion site as well as in peritendinous regions, at day 7 (but not day 21). Deposition of collagen III within the lesion site was broadly comparable between treatment groups at days 7 and 21 but within the peritenon Col III was markedly reduced by rapamycin treatment (Fig. 4).

**Fig. 3:**
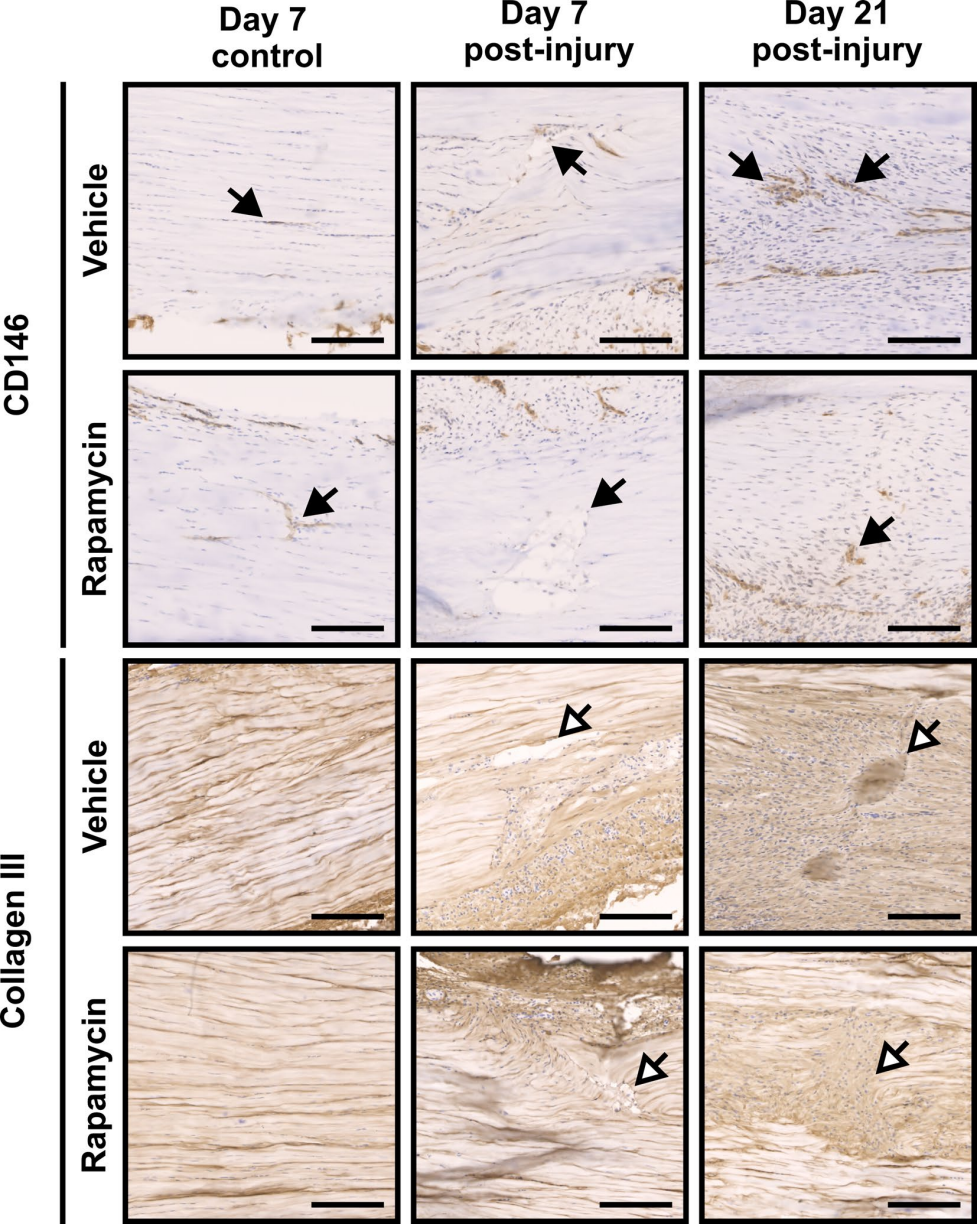
Migration of CD146+ cells into tendon lesions appears reduced with rapamycin treatment whereas deposition of collagen III is unchanged. Immunolabelling for CD146 (top panel) and collagen III (bottom panel) in tendons at days 7 and 21 post injury, with and without rapamycin treatment. Scale bar = 200 μm. Black arrows = CD146+ cells. White arrows = lesion area. *n* = 4 animals per timepoint per treatment.

**Fig. 4:**
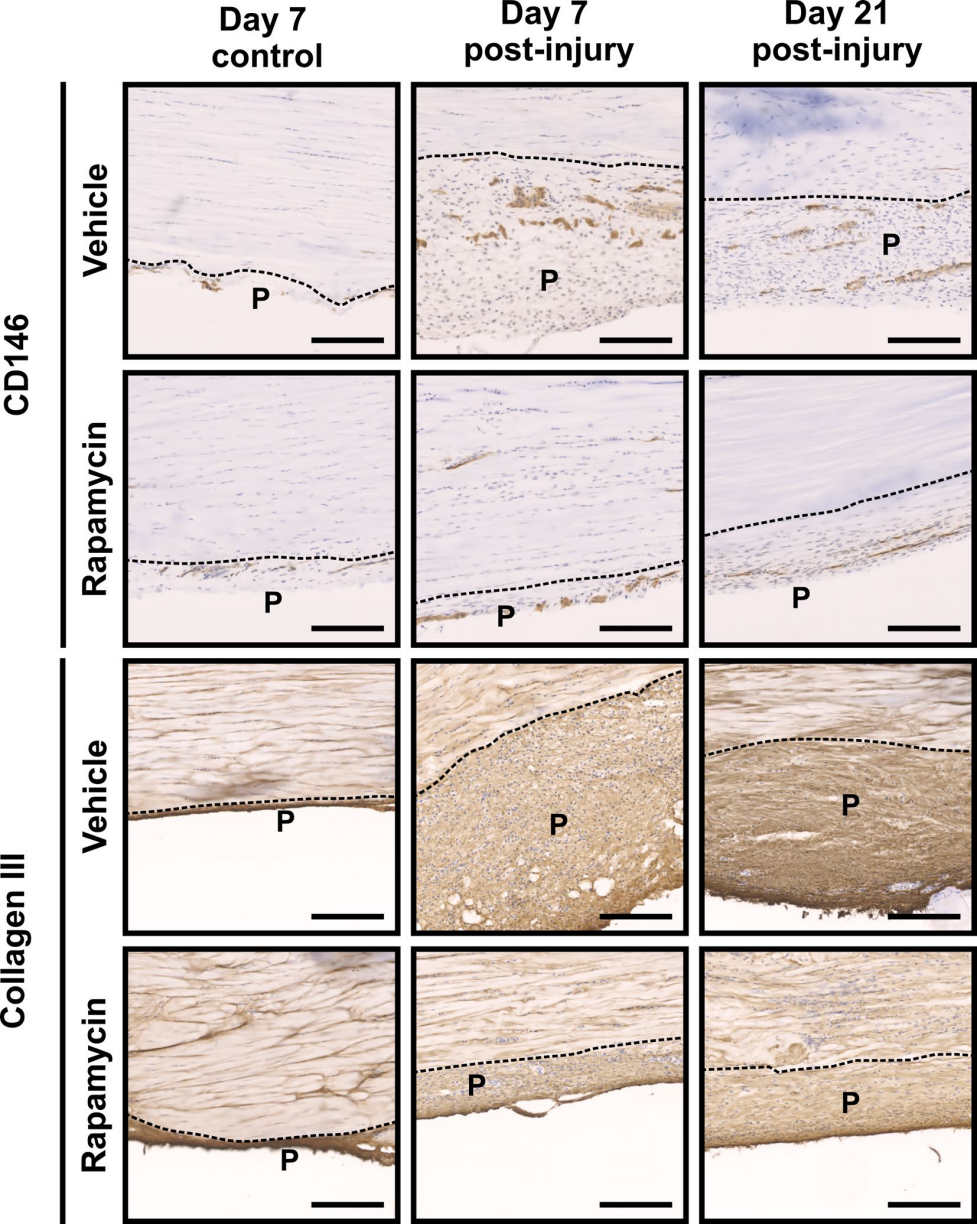
Peritendinous CD146 recruitment and collagen deposition appears diminished by rapamycin treatment. Immunolabelling for CD146 (top panel) and collagen III (bottom panel) in peritendinous regions at days 7 and 21 post injury, with and without rapamycin treatment. Scale bar = 200 μm. P = peritendinous regions (delineated with dashed lines). *n* = 4 animals per timepoint per treatment.

### Rapamycin had limited effects on transcriptional circuits associated with tendon injury, mTOR signalling or angiogenesis

To assess the transcriptional effects of rapamycin treatment on tendon injuries, we measured the expression of genes associated with tendon injury and microdamage (*Acta2* and *Col3a1*), the mTOR pathway (*Rictor*,* Mtor*), angiogenesis (*Pecam1*), as well as the IFM cell population marker CD146 (*Mcam*) and its ligand *Lama4* (Fig. 5); both of which we have previously shown to respond to tendon injury^16^. Detailed results, including one- and two-way interactions between variables, are summarised in **Table S3**. Rapamycin treatment had no significant effect on expression of *Acta2*, *Col3a1*, *Lama4*, *Mtor*, and *Rictor* in injured tendons, but treatment significantly increased *Mcam* expression compared to vehicle alone in injured tendons at day 7 (Fig. 5D; *P* = 0.0034).

**Fig. 5:**
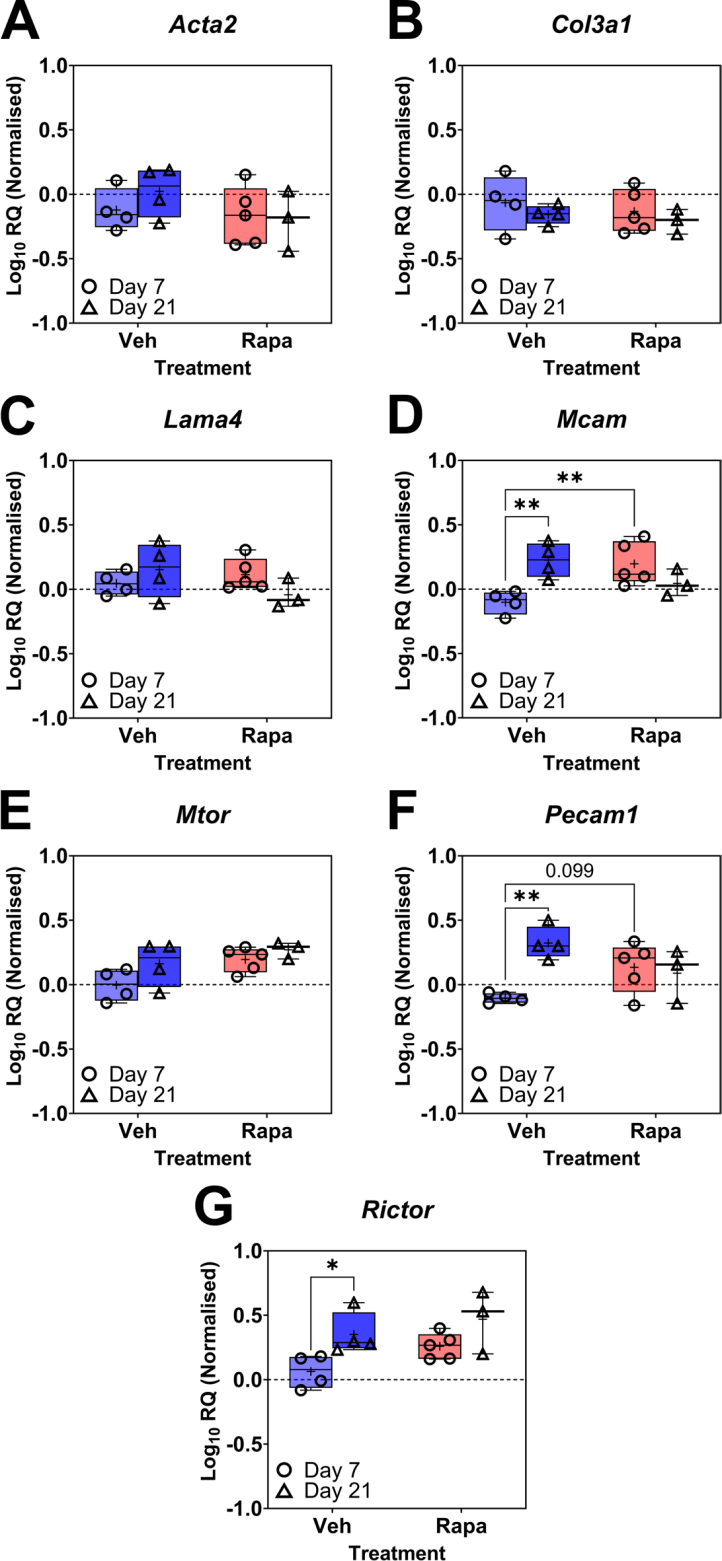
Alterations in gene expression in response to tendon injury and rapamycin treatment. Box-and-Whisker plot featuring minimum and maximum values from qPCR analyses of (**A**) *Acta2*, (**B**) *Col3a1*, (**C**) *Lama4*, (**D**) *Mcam*, (**E**) *Mtor*, (**F**) *Pecam1*, and (**G**) *Rictor* in injured tendons with rapamycin or vehicle treatment at day 7 and day 21 post-surgery. (+) denotes mean. *n* = 3–5 animals per timepoint per treatment: Veh d7 (n) = 4, Veh d21 (n) = 4, Rapa d7 (n) = 5, Rapa d21 (n) = 3. (*) *P* ≤ 0.05, (**) *P* ≤ 0.01, (***) *P* ≤ 0.001. O = 1 week, △ = 3 weeks. Vehicle = blue, Rapamycin = red.

### Rapamycin significantly affected circulating miRs primarily at day 7 following tendon injury

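Small RNA was sequenced from serum EVs of 12 rats, with 3 animals per treatment at day 7 and 3 per treatment at day 21 post-injury. Treated animals received rapamycin at 2 mg per kg, with 5 injections by day 7 and 19 injections by day 21, and control animals received vehicle alone. The authors deposited the number of reads counted on each mature rat miR in each library, without normalization. These counts follow adapter trimming, mapping to the rat genome and assignment to miRBase in the miND pipeline. The table lists 426 miRs and 10 synthetic spike-in sequences, and the spike-ins were left out of every miR total. Table S4 and Figure S4 list 10 of the 12 libraries. The libraries not listed are rapamycin day 7 replicate 2 and vehicle day 7 replicate 1, and the paper gives no reason for leaving them out. Values are therefore given first for the 10 listed libraries and then, where computed, for all 12. The total of miR counts in the 10 libraries ran from 16327 to 51391 with a median of 26864.5. At day 7 the totals were 32542 and 22355 with rapamycin and 42424 and 51391 with vehicle. At day 21 the median total was 22736 with rapamycin and 28697 with vehicle. The unlisted rapamycin library held 51431 miR counts and the unlisted vehicle library 95834. Within timepoints, the total was lower with rapamycin by a log2 difference of -0.59 in the 10 libraries (exact permutation test, two-sided, p = 0.0167, adjusted p = 0.0667 over 4 measures of depth), and 0.0167 is the smallest p that the 120 arrangements allow. Over all 12 the log2 difference was -0.64 (exact permutation test, p = 0.03, adjusted p = 0.12), where the 400 arrangements allow a p of 0.005. A miR with 3 counts, taken as the smallest level the depth can show, stood at 58.4 to 184 CPM, here the count relative to the total of the library without TMM scaling, in the 10 libraries and at 58.3 and 31.3 CPM in the unlisted ones. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only. Across the 74 miRs with at least 10 counts in every library, libraries of the same group correlated with r from 0.800 to 0.963 in the 8 pairs of listed libraries. The 4 pairs that held an unlisted library gave r from 0.662 to 0.913. These correlations are across miRs, which are not independent replicates. DE was tested with edgeR's quasi-likelihood test on counts with TMM normalization. A model with a mean for each treatment and timepoint gave the comparisons at day 7 and at day 21. A model with timepoint as a blocking factor gave the general effect of the treatment. All tests were two-sided, and a miR was called DE at a Benjamini-Hochberg adjusted p under 0.05.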

Finally, to identify potential systemic biomarkers of tendon injury in response to rapamycin treatment, we isolated, sequenced and analysed serum-derived EV-associated miRs and tRNAs from vehicle and rapamycin treated animals at day 7 and day 21 post-injury (**Figure S4 & Table S4**). It must be noted that no comparisons of uninjured versus injured sera was possible given contralateral uninjured tendons and injured tendons were obtained from the same animals. Of 366 distinct miRs identified, we found five differentially expressed (DE) EV-associated miRs in rapamycin treatment versus vehicle treatment at day 7 (Table 2). 

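Counted over the 10 libraries listed in Table S4, 365 distinct miRs had at least 1 count in some library, and 426 did in all 12. A minimum of 5 counts brought the number to 230 in the 10 libraries and to 288 in all 12. At day 7, where Table S4 lists 2 libraries per treatment, 3 DE miRs were found in the 10 libraries among the 30 miRs above the abundance cutoff, and each was lower with rapamycin. They were miR-150-5p (log2 fold change -2.09, standard error 0.47, adjusted p = 0.000233), let-7f-5p (log2 fold change -1.56, standard error 0.41, adjusted p = 0.0020) and miR-128-3p (log2 fold change -0.96, standard error 0.34, adjusted p = 0.0457). Under 15 other settings, miR-128-3p was called at day 7 in 3, with a log2 fold change from -1.10 to -0.82 and an adjusted p from 0.000104 to 1, and it was called in 3 of the 6 fits that each left out one day 21 library. Over the 10 fits that each left out one library, the day 7 log2 fold change of miR-128-3p ran from -1.35 to -0.58. In 4 of these fits 1 library was left in a group, and no test was made. Of the other miRs in Table 2, miR-191a-5p had a log2 fold change of -0.42 (standard error 0.28, adjusted p = 0.373). Both miR-122-5p (log2 fold change 1.37, standard error 0.50) and miR-142-3p (log2 fold change -0.85, standard error 0.45) lay below the cutoff. Their unadjusted p was 0.00687 and 0.0600, and their adjusted p over all 365 miRs was 0.421 and 0.979. Over all 365 miRs the adjusted p of miR-128-3p was also 0.421, so its call depended on the cutoff. For miR-150-5p and let-7f-5p it was 0.00283 and 0.0245. Adjusted over the 5 miRs of Table 2 alone, p was 3.88e-05 for miR-150-5p, 0.0114 for miR-128-3p, 0.0115 for miR-122-5p, 0.0750 for miR-142-3p and 0.130 for miR-191a-5p, but that list holds the paper's own calls on these data. Of the 365 miRs, 14 had an unadjusted p under 0.05, where an even spread of p would give 18.25. However, miRs without counts at day 7 cannot reach so low a p, so 18.25 overstates the number from chance. With only the day 7 libraries in the fit, the setting that moved this count most, 16 DE miRs were found, 9 higher and 7 lower, and they included the 5 miRs of Table 2. Fitted to all 12 libraries, the test gave 1 DE miR at day 7 among 107 above the cutoff, miR-150-5p with a log2 fold change of -1.83 (standard error 0.52, adjusted p = 0.0492), and 8 of 426 miRs had an unadjusted p under 0.05. A block for the replicate number could not be fitted at day 7 in the 10 libraries, since only replicate 3 is listed for both treatments. That pair's deviations from the group means correlated at -0.17 across miRs. Over all 12 the block gave 0 DE miRs, with 2 at an unadjusted p under 0.05, and the mean correlation of the 3 same-numbered pairs was -0.34.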

The general effect of the treatment was examined by comparing both treatment groups irrespective of timepoints and including the timepoint information as blocking factor, to reduce the intragroup variability. Six DE miRs in rapamycin treated samples compared to vehicle were found, with rno-miR-128-3p overlapping in both analyses (Table 3**).** In addition to miRs, we also explored potential tRNA markers associated with rapamycin treatment. 

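With timepoint as a blocking factor, the 10 libraries listed in Table S4 gave 5 DE miRs among the 110 miRs above the abundance cutoff, 3 higher and 2 lower with rapamycin. The lower ones were miR-128-3p (log2 fold change -0.86, standard error 0.20, adjusted p = 0.00192) and let-7f-5p (log2 fold change -1.03, standard error 0.25, adjusted p = 0.00192). The higher ones were let-7c-5p (log2 fold change 1.03, standard error 0.31, adjusted p = 0.0408), miR-133a-3p (log2 fold change 2.01, standard error 0.64, adjusted p = 0.0423) and miR-99a-5p (log2 fold change 0.83, standard error 0.27, adjusted p = 0.0498). The remaining miR of Table 3, miR-34a-5p, had a log2 fold change of -1.72 (standard error 0.58, adjusted p = 0.0533). Adjusted over the 6 miRs of Table 3 alone, the largest p was 0.00291, but that list holds the paper's own calls. In this comparison 21 of 365 miRs had an unadjusted p under 0.05. The settings that moved the count most were a filter or another test. With edgeR's filterByExpr, with a minimum of 10 counts in every library, with DESeq2's Wald test or with limma-voom, 0 DE miRs were found, and 10, 11, 12 and 13 miRs had an unadjusted p under 0.05. With the sequenced reads of Table S4 as library size, the 5 DE miRs were all lower with rapamycin, and 2 of them, miR-128-3p and let-7f-5p, were among the 5 found with TMM. In all 12 libraries, 2 DE miRs were found among the 26 above the cutoff, let-7f-5p with a log2 fold change of -0.98 (standard error 0.33, adjusted p = 0.0446) and miR-128-3p with -0.90 (standard error 0.31, adjusted p = 0.0446), and 15 miRs had an unadjusted p under 0.05. There the sign of miR-133a-3p changed, with a log2 fold change of -0.41 (standard error 0.53). The log2 fold change over all 12 libraries was 0.67 for let-7c-5p, 0.53 for miR-99a-5p and -1.53 for miR-34a-5p, none of them called DE. With the replicate number as a further block, the 10 libraries gave 2 DE miRs, let-7f-5p (log2 fold change -1.28, adjusted p = 0.0440) and miR-128-3p (log2 fold change -1.01, adjusted p = 0.0470), and all 12 gave 0, with 3 miRs at an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means in the 10 correlated at -0.17 at day 7, in 1 pair, and at a mean of -0.31 in 3 pairs at day 21.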

Overall, 420 distinct tRNAs were identified with 391 overlapping across all samples, but no DE tRNAs were reported between treatments.

**Table 2:** Differentially expressed miRs in rapamycin day 7 group versus vehicle day 7 group.

miRNA	Log fold change (logFC)	Log counts per million (logCPM)	*P*-Value	False discovery rate (FDR)
rno-miR-122-5p	1.3	12	0.0008	0.014
rno-miR-191a-5p	−0.47	17	0.0049	0.049
rno-miR-142-3p	−0.9	13	0.0071	0.049
rno-miR-128-3p	−1	15	0.0072	0.049
rno-miR-150-5p	−2.1	13	0.00038	0.013

Entries are sorted by logFC from largest to smallest. 

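Levels are CPM after TMM scaling, over the 10 libraries for the listed ones and over all 12 for the others, and so differ from plain shares of the miR counts. In the libraries listed in Table S4, miR-150-5p stood at 2584 ± 860.2 CPM (SD, n = 2) with rapamycin and 11028 ± 3065 CPM (SD, n = 2) with vehicle at day 7. The level of miR-122-5p was 7886 ± 498 CPM (SD, n = 2) with rapamycin and 3058 ± 69.8 CPM (SD, n = 2) with vehicle. The most abundant miR of Table 2, miR-191a-5p, stood at 117765 ± 1469 CPM (SD, n = 2) with rapamycin and 157294 ± 5139 CPM (SD, n = 2) with vehicle. For miR-142-3p the level was 4221 ± 439 CPM (SD, n = 2) with rapamycin and 7603 ± 547 CPM (SD, n = 2) with vehicle. For each of the 5 miRs of Table 2, both listed rapamycin libraries lay on one side of both listed vehicle libraries at day 7. The exact permutation test gave p = 0.333 for each of them, adjusted p = 0.333 over the 5 miRs, and 2 libraries against 2 allow no smaller p. Of the 75 miRs with at least 10 counts in each of the 10 libraries, 39 (52.0%) had no overlap between treatments at day 7, where chance gives 33.3%. These miRs were measured in the same libraries and are not independent, so such an excess is no test of the treatment. Over all 12, 1 of 74 miRs (1.35%) had no overlap at day 7, where chance gives 10%, and each of the 5 miRs of Table 2 overlapped. The exact permutation p over 3 libraries against 3 then ran from 0.4 to 0.8 (adjusted p from 0.75 to 0.8 over 5 miRs), where the smallest p is 0.1. In rapamycin day 7 replicate 2, which Table S4 does not list, miR-150-5p stood at 1711 CPM, miR-122-5p at 7215 CPM, miR-191a-5p at 58582 CPM, miR-142-3p at 1233 CPM and miR-128-3p at 6259 CPM. In vehicle day 7 replicate 1, also not listed, miR-150-5p stood at 1441 CPM, miR-122-5p at 9375 CPM, miR-191a-5p at 72321 CPM, miR-142-3p at 879.7 CPM and miR-128-3p at 2748 CPM. Over all 12 libraries the log2 fold change at day 7 was 0.57 for miR-122-5p, -0.43 for miR-191a-5p, -0.78 for miR-142-3p and -0.85 for miR-128-3p, each with an adjusted p of 0.994 from edgeR. In the GRCr8 annotation, the precursor of miR-191a-5p overlaps Dalrd3 and that of miR-142-3p overlaps Tspoap1.

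**Figure D1:**
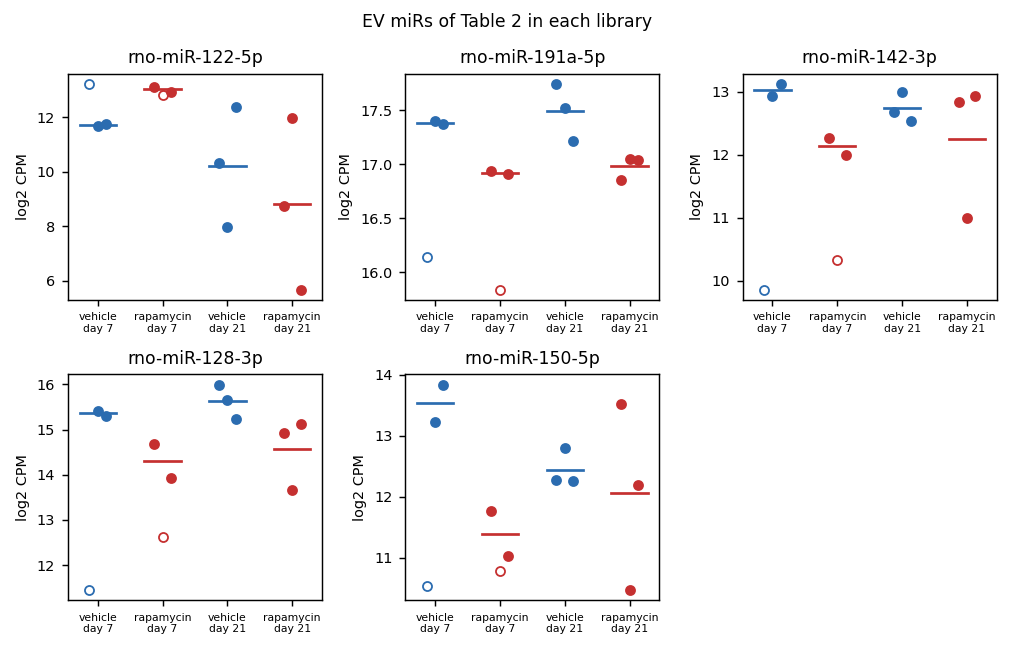
Level of each miR of Table 2 in each library, as log2 CPM with TMM scaling over all 12 libraries, by treatment and timepoint. Filled points are the 10 libraries listed in Table S4, hollow points the 2 not listed, and lines the means of the listed libraries. The hollow day 7 points of miR-128-3p lie at 12.62 with rapamycin and 11.45 with vehicle.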

For logFC values, logFC > 0 indicates increased expression in rapamycin treatment groups versus vehicle treatment groups. *n* = 3 animals per timepoint per treatment.

**Table 3:** Differentially expressed miRs in rapamycin treatment versus vehicle treatment groups blocking on timepoint).

miRNA	Log fold change (logFC)	Log counts per million (logCPM)		*P*-Value	False discovery rate (FDR)
rno-miR-133a-3p	2		8.9	0.00073	0.026
rno-let-7c-5p	1		12	0.0017	0.045
rno-miR-99a-5p	0.82		13	0.0028	0.05
rno-miR-128-3p	−0.86		15	0.000016	0.0017
rno-let-7f-5p	−1		14	0.000044	0.0024
rno-miR-34a-5p	−1.7		9.3	0.0021	0.046

Entries are sorted by logFC from largest to smallest. For logFC values, logFC > 0 indicated fold change in rapamycin treatment groups versus vehicle treatment groups. *n* = 6 animals per treatment.

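CPM values here include the TMM scaling, over all 12 libraries for those not listed in Table S4 and over the 10 for the rest. Among the libraries listed in Table S4, let-7f-5p stood at 7832 ± 4529 CPM (SD, n = 5) with rapamycin and 15660.4 ± 6089.6 CPM (SD, n = 5) with vehicle. The level of miR-99a-5p was 9909.6 ± 6643 CPM (SD, n = 5) with rapamycin and 5282 ± 3156 CPM (SD, n = 5) with vehicle, so the treatment difference was smaller than the spread within the rapamycin group. For let-7c-5p the level was 4884 ± 4725 CPM (SD, n = 5) with rapamycin and 2499 ± 1142 CPM (SD, n = 5) with vehicle. Rapamycin day 21 replicate 3 held 12585 CPM of let-7c-5p, against 1281 and 1181 CPM in the other rapamycin libraries at day 21. Without that library the log2 fold change of let-7c-5p was -0.15 (standard error 0.33). Counts of miR-133a-3p were low, from 0 to 45 with rapamycin and from 1 to 13 with vehicle. Counts of miR-34a-5p ran from 2 to 13 with rapamycin and from 13 to 65 with vehicle. With treatment labels permuted within timepoint, the exact two-sided p in the 10 libraries was 0.0333 for miR-128-3p, 0.0333 for miR-34a-5p and 0.05 for let-7f-5p, each with an adjusted p of 0.1 over the 6 miRs. For miR-99a-5p, miR-133a-3p and let-7c-5p the exact p was 0.3, 0.417 and 0.633, with adjusted p of 0.45, 0.5 and 0.633. Over all 12 the exact permutation p was 0.01 for miR-34a-5p (adjusted p = 0.06), 0.025 for let-7f-5p (adjusted p = 0.075) and 0.375 for miR-128-3p (adjusted p = 0.615), and from 0.41 to 0.94 for the other 3 miRs (adjusted p from 0.615 to 0.94). In rapamycin day 7 replicate 2, which Table S4 does not list, let-7f-5p stood at 12688 CPM, miR-99a-5p at 26655 CPM and let-7c-5p at 2081 CPM, with 46 counts of miR-133a-3p and 37 of miR-34a-5p. In vehicle day 7 replicate 1, also not listed, let-7f-5p stood at 16346 CPM, miR-99a-5p at 24908.5 CPM and let-7c-5p at 3125 CPM, with 1026 counts of miR-133a-3p and 82 of miR-34a-5p. In the GRCr8 annotation, the precursor of miR-133a-3p overlaps Mib1, one precursor of let-7f-5p overlaps Huwe1, and one precursor of let-7c-5p lies next to that of miR-99a-5p.

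**Figure D2:**
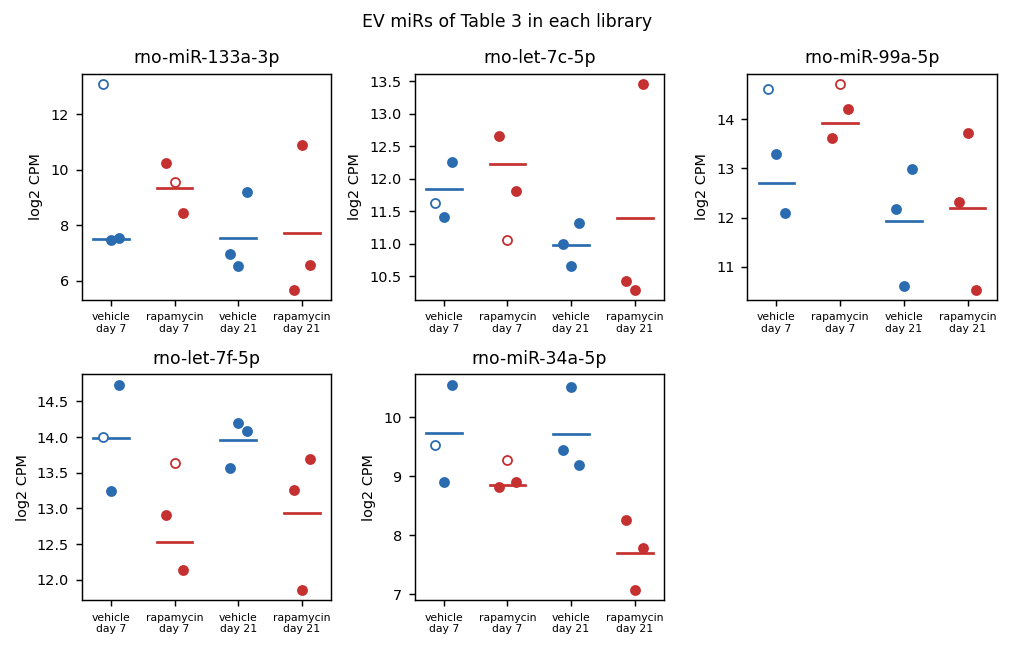
Level of each miR of Table 3 other than miR-128-3p in each library, as log2 CPM with TMM scaling over all 12 libraries, by treatment and timepoint. Filled points are the 10 libraries listed in Table S4, hollow points the 2 not listed, and lines the means of the listed libraries. The hollow vehicle point of miR-133a-3p at day 7 lies at 13.08.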

## Discussion

In this study, we examined whether daily systemic treatment with rapamycin enhanced tendon healing using an established needle-puncture injury model in the rodent Achilles tendon. In contrast to our hypothesis, our rapamycin regime had a limited effect on tendon core healing as assessed histologically, but instead demonstrated beneficial effects in peritendinous regions. A previous study has reported the anti-fibrotic effects of rapamycin in peritendinous fibrosis affecting rodent flexor tendons, with activation of autophagy provided by rapamycin acting as a protective mechanism against tendon adhesion formation^35^.

In agreement with our previous study^16^, immunolabelling for the IFM cell marker CD146 demonstrated migration of CD146+ cells into the lesion site of injured tendons. This cell recruitment appeared to be reduced by rapamycin, however, with markedly fewer CD146+ cells found in the tendons of treated animals (though we did not quantify cell numbers precisely). Interestingly, studies have shown that CD146 plays a significant role in the stabilisation of both Rictor and mTORC2 activity, driving cell proliferation and migration^55^. In contrast to the apparent reductions at the protein level, at the mRNA level *Mcam* expression was higher in rapamycin-treated injured tendons at day 7. This might indicate independent regulatory programs for CD146 transcription and translation, however we note that RNA was extracted from whole tendon sections (rather than specifically from the lesion site), and thus regional, focal changes in CD146 gene expression might be masked by broader alterations in transcriptional behaviour as a result of rapamycin treatment; that is, *Mcam* gene expression may be enhanced within the peritenon during the acute phases of tendon injury. Alternatively, an upregulation of *Mcam* mRNA under rapamycin treatment may not necessarily reflect changes in CD146+ cell populations but rather an overall enhanced angiogenic transcriptional response. Indeed, previous studies have directly linked increased CD146 mRNA to angiogenesis^57,58^. While our work here primarily focused on known IFM cell markers, canonical markers of tendon development (such as *Scx*, *Tnmd* and *Col1a1*), or of angiogenesis (e.g. *Ang-1*, *Eng*, *Vegf*) might merit investigation in future studies.

One prominent effect of rapamycin treatment in our model was a reduction in size of the peritenon following tendon injury. This peritendinous repair might be elicited by enhanced angiogenesis as suggested above, however, as we show, this repair does not extend to the tendon core. While CD146 has been proposed as a marker of tendon stem/progenitor cells that are able to respond to tendon injury^19^, the direct contribution of CD146+ cells to tendon healing remains to be determined. We speculate it may be part of an angiogenic program involving both distinct CD146 and CD31 cells populations during tendon repair, but further studies are needed to establish both baseline and injury-associated activation of angiogenic potential within the tendon.

Due to the limited regenerative effects of rapamycin reported here, we elected not to assess tendon mechanical properties: any contributions of rapamycin to tendon function, post-injury, consequently remain unknown. Zhang et al^41^. reported limited effects on biomechanical testing with rapamycin treatment, whilst Nie et al^37^. demonstrated that damaging effects of mechanical loading were subdued by rapamycin; the latter was confirmed by whole tendon morphology alone, however, and no biomechanical properties were reported. These studies also evaluated rapamycin treatment over longer terms (8- and 12- weeks respectively), and the limited effects we observed could therefore be a consequence of study length (7 and 21 days). The timing and duration of therapeutic rapamycin regimens remains contentious: longer-term rapamycin treatment (3–12 months) have reported significant increases in longevity and health span^59^, whilst clinical signs of autoimmune disease can be alleviated in sub-45 day regimens^60^.

In addition, early rapamycin treatment in response to skin tissue injury and lymphangioma impedes oedema formation and wound healing, thus use of rapamycin only at a later stage of healing has been recommended for these scenarios^61^. It is plausible that rapamycin treatment has longer term benefits which impact healing at later timepoints due to the acute antilymphangiogenic effects of mTOR inhibition. Rapamycin may also have a larger effect on tendon healing in aged animals: it attenuates age-related changes in tendon mechanical properties in mice and improves tendon-to-bone healing in aged rats^39,40^. Rapamycin could thus be explored as a long-term therapeutic to mitigate age-related injuries to the tendon core and preserve mechanical function. Rapamycin administration may also be of benefit for tendon injuries sustained during development, given the crucial role that mTORC1 has during these earlier stages^62^. Rapamycin may have greater therapeutic potential for tendon disorders in individuals with metabolic diseases, such as hypercholesterolemia (i.e. increased circulating cholesterol levels), which are major contributors towards soft tissue/tendon disease including tendon xanthoma^63–65^. Rapamycin’s effect on angiogenesis could potentially translate as a therapy for tendon health disorders rather than acute injuries; future studies exploring systemic rapamycin treatment to offset poor metabolic health and mitigate soft tissue/tendon disease (in metabolically challenged or obese individuals) might thus be of value. We further note that the single-sex design of our study precludes assessment of sexual dimorphism in response to tendon injury (notably, there is a known sex-dependent response to rapamycin in female rodents, which exhibit increased lifespans and increased blood levels of rapamycin, compared to males, when given equal amounts of rapamycin^66^).

The efficacy of rapamycin delivery can be dose-dependent^67^, though whether this extends to targeting of tendon cell populations is not presently known. Pharmacokinetic measurements of rapamycin levels within tendon and dose-dependent response to rapamycin administration was not assessed in this study, however the fact that systemic delivery of rapamycin resulted in significant increases in *Lama4* and *Mtor* gene expression within uninjured tendons strongly suggests that the systemic delivery and dosage used in this study was capable of eliciting transcriptional changes within tendons. The failure of rapamycin to similarly elicit ameliorative or beneficial changes within injured tendons (neither qualitatively nor quantitatively) consequently indicates that this drug might simply be of limited value in this context.

Finally, we also assessed whether rapamycin treatment altered the serum profile of EV-miRs (or indeed circulatory microRNAs generally); our data suggests that rapamycin had a direct effect on miR profile when compared to vehicle-treated controls, with five DE miRs at day 7. 

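At day 21, 1 DE miR was found in the 10 libraries listed in Table S4 among the 92 miRs above the abundance cutoff, let-7c-5p with a log2 fold change of 1.43 (standard error 0.41, adjusted p = 0.0499 from edgeR). It was highest in rapamycin day 21 replicate 3, and without that library it was not called. Its difference of mean log2 CPM at day 21 was 0.55, and the treatments overlapped. The exact permutation test gave this call no support. Of the 365 miRs, 15 had an unadjusted p under 0.05 at day 21. In all 12 libraries 0 DE miRs were found at day 21, with 12 of 426 at an unadjusted p under 0.05. None of the 5 miRs of Table 2 was called at day 21 in either set of libraries. The log2 fold change of miR-128-3p at day 21 was -0.79 in the 10 libraries (standard error 0.28, adjusted p = 0.188) and -0.96 in all 12 (standard error 0.47, adjusted p = 1). Adjusted over the 5 miRs of Table 2 alone, which the paper called in other animals at day 7, its p at day 21 was 0.0204 in the 10 libraries and 0.200 in all 12. The exact permutation test at day 21, on the same 3 libraries against 3, gave p = 0.2 for miR-128-3p with the scaling of the 10 libraries (adjusted p = 0.5) and p = 0.1 with that of all 12 (adjusted p = 0.25), where 0.1 is the smallest p. For miR-191a-5p these p were the same, and with the scaling of all 12 both miRs were lower in each rapamycin library than in each vehicle library at day 21. With the replicate number as a block, 0 miRs were DE at day 21, with 2 miRs at an unadjusted p under 0.05 in the 10 libraries and 3 in all 12. The deviations of the 3 same-numbered pairs at day 21 correlated at a mean of -0.31 across miRs. Whether the treatment difference itself differed between timepoints was tested as an interaction. The 10 libraries gave 1 such miR, miR-150-5p, whose log2 fold change was lower at day 7 than at day 21 by a difference of -2.28 (standard error 0.59, adjusted p = 0.0406), and 13 miRs had an unadjusted p under 0.05. The exact permutation test of the same difference gave p = 0.217 (adjusted p = 0.433 over the miRs tested), with 0.0167 as the smallest p. Over all 12 the difference for miR-150-5p was -1.90 (adjusted p = 0.849). There 1 other miR passed, miR-133a-3p with a difference of -3.64 (standard error 0.97, adjusted p = 0.0498 from edgeR), and its exact permutation p was 0.98 (adjusted p = 0.98). The difference for miR-133a-3p in the 10 libraries was 0.82, of the opposite sign. From the DE miRs at day 7, the paper proposes that rapamycin acted directly on the miR profile relative to vehicle.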

When combining timepoints to compare vehicle and rapamycin groups broadly, we found six DE miRs. Our previous work identified a panel of 16 DE serum miRs associated with tendon injury^16^. 

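At least 1 count in every library listed in Table S4 was found for 129 miRs, and 1 fewer had a count in all 12 libraries. With a minimum of 2 counts the number in every library was 110 in both sets, and with a minimum of 5 counts it was 94 in both. Of the miRs in the 10 libraries, 220 had a count in some library of each of the 4 combinations of treatment and timepoint. The number of miRs detected per library ran from 189 to 263 in the 10 libraries. Rapamycin day 7 replicate 2 and vehicle day 7 replicate 1, which are not listed in Table S4, held 317 and 354 detected miRs. Within timepoints, the number of miRs detected was lower with rapamycin by a log2 difference of -0.11 (exact permutation test, two-sided, p = 0.0833, adjusted p = 0.111 over 4 measures of depth) in the 10 libraries and by -0.12 in all 12 (exact permutation p = 0.305, adjusted p = 0.547). A miR not detected in a library is one below the depth of that library and cannot be called absent.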

In this study, we identified more than 277 overlapping miRs and 400 overlapping tRNAs; indeed, rapamycin treatment was associated with five differentially expressed EV-associated miRs (however, no tRNAs were differentially expressed with rapamycin treatment). Downregulation of miR-128-3p following rapamycin treatment strengthens our hypothesis that this drug alters the angiogenic response to tendon injury, given that miR-128-3p has previously been reported as a modulator of vascular smooth muscle cell phenotype^68^. 

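With CPM taken after TMM scaling within each set of libraries, the following levels were found. Across the libraries listed in Table S4, miR-128-3p stood at 24479 ± 11263 CPM (SD, n = 5) with rapamycin and at 44076 ± 9814 CPM (SD, n = 5) with vehicle. The range was 12625 to 40281 CPM with rapamycin and 36052.5 to 59613 CPM with vehicle, so 1 rapamycin library, day 21 replicate 3, lay within the vehicle range. With each of the 10 libraries left out in turn, the log2 fold change with timepoint as a blocking factor ran from -1.12 to -0.70 and the miR was called DE in 10 of 10 fits. Its log2 fold change was negative under each of 16 other settings, from -1.25 to -0.81, and it was called DE under 12 of them, with adjusted p from 0.000572 to 0.567. It was not called with edgeR's filterByExpr, with a minimum of 10 counts in every library, with DESeq2's Wald test or with limma-voom. Over all 12 libraries the level was 21324 ± 11479.8 CPM (SD, n = 6) with rapamycin and 40320 ± 20853 CPM (SD, n = 6) with vehicle. The lowest level of all 12 was in vehicle day 7 replicate 1 and the next in rapamycin day 7 replicate 2, the libraries that Table S4 does not list and for whose absence the paper gives no reason. In the GRCr8 annotation, one precursor of this miR overlaps R3hdm1 and the other Arpp21, and the counts are given for the mature miR only.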

Of the other miRs identified, few of these miRs have, to the authors’ knowledge, been reported as enriched in either tendon injury or tendon-derived EVs including miR-99a-5p, miR-122-5, miR-133a-3p and miR-150-5p^69–71^. Though we report DE miRs derived from serum EVs, we recognise that SEC alone may not be sufficient for EV isolation. Separation of cell-free serum cargoes, such as EVs, soluble proteins (e.g. albumin) as well as lipid particles, is essential for EV-associated biomarker discovery and target validation. Despite the suitability of SEC for separation of EVs and maintaining their integrity, due to insufficient volumes, we were unable to perform comprehensive characterisation, such as physical properties or biochemical composition, to satisfy recommendations from MISEV guidelines^72^.

In conclusion, we show that a once daily treatment with rapamycin alleviates peritendinous fibrosis post-injury but does not enhance healing of lesions within the tendon core (up to three weeks post-injury). This dosing regime is therefore not an effective therapeutic for acute tendon injury in young adult subjects. Future studies should establish whether alternative rapamycin dosing regimens or delivery strategies are able to improve tendon healing within the tendon core, and explore alternative scenarios where rapamycin might have a more prominent effect, such as aged or metabolically challenged animals.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository, accession number GSE293831 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE293831).

## References

[1] Kearney, R. S., Parsons, N. & Costa, M. L. Achilles tendinopathy management. *Bone Joint Res.***2** (10), 227–232 (2013).24135556 10.1302/2046-3758.210.2000200PMC3809715

[2] de Jonge, S. et al. Incidence of midportion Achilles tendinopathy in the general population. *Br. J. Sports Med.***45** (13), 1026–1028 (2011).21926076 10.1136/bjsports-2011-090342

[3] Kujala, U. M., Sarna, S. & Kaprio, J. Cumulative Incidence of Achilles Tendon Rupture and Tendinopathy in Male Former Elite Athletes. *Clin. J. Sport Med.***15** (3), 133–135 (2005).15867554 10.1097/01.jsm.0000165347.55638.23

[4] O’Brien, C., Marr, N. & Thorpe, C. Microdamage in the equine superficial digital flexor tendon. *Equine Vet. J.***53** (3), 417–430 (2021).32772396 10.1111/evj.13331

[5] Snedeker, J. G. & Foolen, J. Tendon injury and repair – A perspective on the basic mechanisms of tendon disease and future clinical therapy. *Acta Biomater.***63**, 18–36 (2017).28867648 10.1016/j.actbio.2017.08.032

[6] Dyment, N. A. & Galloway, J. L. Regenerative biology of tendon: mechanisms for renewal and repair. *Curr. Mol. Biol. Rep.***1** (3), 124–131 (2015).26389023 10.1007/s40610-015-0021-3PMC4570727

[7] Cook, J. L., Khan, K. M. & Purdam, C. *Achilles tendinopathy Man. Therapy*, **7**(3): 121–130. (2002).10.1054/math.2002.045812372309

[8] Tsai, S. L., Nödl, M. T. & Galloway, J. L. Bringing tendon biology to heel: Leveraging mechanisms of tendon development, healing, and regeneration to advance therapeutic strategies. *Dev. Dyn.***250** (3), 393–413 (2021).33169466 10.1002/dvdy.269PMC8486356

[9] Rich, M. D., Solaiman, R. H. & Hillard, C. *Short-Term Postoperative Complications in Flexor Tendon Repair: A Subcategory Analysis by Surgical Specialty*. *Plast. Surg. (Oakv)*, 22925503241241083. (2024).10.1177/22925503241241083PMC1156226239553516

[10] Gatz, M. et al. Open versus minimally-invasive surgery for Achilles tendon rupture: a meta-analysis study. *Arch. Orthop. Trauma Surg.***141** (3), 383–401 (2021).32266518 10.1007/s00402-020-03437-z

[11] Myhrvold, S. B. et al. Nonoperative or Surgical Treatment of Acute Achilles’ Tendon Rupture. *N. Engl. J. Med.***386** (15), 1409–1420 (2022).35417636 10.1056/NEJMoa2108447

[12] Patel, D. et al. Structure-function specialisation of the interfascicular matrix in the human achilles tendon. *Acta Biomater.***131**, 381–390 (2021).34271169 10.1016/j.actbio.2021.07.019PMC8388240

[13] Zamboulis, D. E. et al. The Interfascicular Matrix of Energy Storing Tendons Houses Heterogenous Cell Populations Disproportionately Affected by Aging. *Aging Dis.***15** (1), 295–310 (2024).37307816 10.14336/AD.2023.0425-1PMC10796100

[14] Choi, H. et al. Heterogeneity of proteome dynamics between connective tissue phases of adult tendon. *eLife***9**, e55262 (2020).32393437 10.7554/eLife.55262PMC7217697

[15] Marr, N. et al. *The tendon interfascicular basement membrane provides a vascular niche for CD146 + cell subpopulations*. *Front. Cell. Dev. Biology*, 10. (2023).10.3389/fcell.2022.1094124PMC986938736699014

[16] Marr, N. et al. CD146 Delineates an Interfascicular Cell Sub-Population in Tendon That Is Recruited during Injury through Its Ligand Laminin-α4. *Int. J. Mol. Sci.***22** (18), 9729 (2021).34575887 10.3390/ijms22189729PMC8472220

[17] Flanagan, K. et al. Laminin-411 is a vascular ligand for MCAM and facilitates TH17 cell entry into the CNS. *PLoS One***7**(7), e40443 (2012).22792325 10.1371/journal.pone.0040443PMC3391262

[18] Iorio, V., Troughton, L. D. & Hamill, K. J. Laminins: Roles and Utility in Wound Repair. *Adv. Wound Care (New Rochelle)*. **4** (4), 250–263 (2015).25945287 10.1089/wound.2014.0533PMC4397997

[19] Bi, Y. et al. Identification of tendon stem/progenitor cells and the role of the extracellular matrix in their niche. *Nat. Med.***13** (10), 1219–1227 (2007).17828274 10.1038/nm1630

[20] Tarafder, S. et al. Tendon stem/progenitor cells regulate inflammation in tendon healing via JNK and STAT3 signaling. *Faseb j.***31** (9), 3991–3998 (2017).28533328 10.1096/fj.201700071RPMC5572690

[21] Li, J., Kim, S. G. & Blenis, J. Rapamycin: one drug, many effects. *Cell. Metab.***19** (3), 373–379 (2014).24508508 10.1016/j.cmet.2014.01.001PMC3972801

[22] Zhang, Y. et al. Emerging role of microRNAs in mTOR signaling. *Cell. Mol. Life Sci.***74**(14), 2613–2625 (2017).28238105 10.1007/s00018-017-2485-1PMC5482757

[23] Yokoi, A. & Ochiya, T. Exosomes and extracellular vesicles: Rethinking the essential values in cancer biology. *Semin. Cancer Biol.***74**, 79–91 (2021).33798721 10.1016/j.semcancer.2021.03.032

[24] Millar, N. L. et al. MicroRNA29a regulates IL-33-mediated tissue remodelling in tendon disease. *Nat. Commun.***6**, 6774 (2015).25857925 10.1038/ncomms7774PMC4403384

[25] Thankam, F. G. et al. MicroRNAs associated with inflammation in shoulder tendinopathy and glenohumeral arthritis. *Mol. Cell. Biochem.***437** (1–2), 81–97 (2018).28634854 10.1007/s11010-017-3097-7PMC5738295

[26] Yin, H. et al. Lentivirus-mediated overexpression of miR-29a promotes axonal regeneration and functional recovery in experimental spinal cord injury via PI3K/Akt/mTOR pathway. *Neurochem. Res.***43**(11), 2038–2046 (2018).30173324 10.1007/s11064-018-2625-5

[27] Li, Y. et al. microRNA-378 promotes autophagy and inhibits apoptosis in skeletal muscle. *Proc. Natl. Acad. Sci. U. S. A.***115**(46), E10849-e10858 (2018).30373812 10.1073/pnas.1803377115PMC6243236

[28] Bardell, D. et al. The role of microRNAs in tendon dysfunction. *Osteoarthr. Cartil.***26**, S165–S166 (2018).

[29] März, A. M. et al. Large FK506-binding proteins shape the pharmacology of rapamycin. *Mol. Cell. Biol.***33** (7), 1357–1367 (2013).23358420 10.1128/MCB.00678-12PMC3624267

[30] Xie, J., Wang, X. & Proud, C. G. *mTOR inhibitors cancer therapy***F1000Res**, 5. (2016).10.12688/f1000research.9207.1PMC500775727635236

[31] Hillel, A. T. & Gelbard, A. Unleashing rapamycin in fibrosis. *Oncotarget***6** (18), 15722–15723 (2015).26158293 10.18632/oncotarget.4652PMC4599220

[32] Molina-Molina, M. et al. Anti-fibrotic effects of pirfenidone and rapamycin in primary IPF fibroblasts and human alveolar epithelial cells. *BMC Pulm. Med.***18**(1), 63 (2018).29703175 10.1186/s12890-018-0626-4PMC5922028

[33] Qureshi, A. T. et al. Inhibition of Mammalian Target of Rapamycin Signaling with Rapamycin Prevents Trauma-Induced Heterotopic Ossification. *Am. J. Pathol.***187** (11), 2536–2545 (2017).29029772 10.1016/j.ajpath.2017.07.010PMC5809339

[34] Yang, G. et al. Rapamycin-induced autophagy activity promotes bone fracture healing in rats Corrigendum in /10.3892/etm.2021.9749. *Exp. Ther. Med.***10** (4), 1327–1333 (2015).26622487 10.3892/etm.2015.2660PMC4577952

[35] Zheng, W. et al. Rapamycin Protects Against Peritendinous Fibrosis Through Activation of Autophagy. *Front. Pharmacol.***9**, 402 (2018).29731718 10.3389/fphar.2018.00402PMC5921906

[36] Nie, D. et al. *Rapamycin Treatment of Tendon Stem/Progenitor Cells Reduces Cellular Senescence by Upregulating Autophagy.***2021**(1), 6638249 (Stem Cells International, 2021)10.1155/2021/6638249PMC787029833603790

[37] Nie, D. et al. Mechanical Overloading Induced-Activation of mTOR Signaling in Tendon Stem/Progenitor Cells Contributes to Tendinopathy Development. *Front. Cell. Dev. Biol.***9**, 687856 (2021).34322484 10.3389/fcell.2021.687856PMC8311934

[38] Song, F. C. et al. *High glucose represses the proliferation of tendon fibroblasts by inhibiting autophagy activation in tendon injury*. *Biosci. Rep.*, **42**(3). (2022).10.1042/BSR20210640PMC893538235293974

[39] Zaseck, L. W., Miller, R. A. & Brooks, S. V. Rapamycin Attenuates Age-associated Changes in Tibialis Anterior Tendon Viscoelastic Properties. *Journals Gerontology: Ser. A*. **71** (7), 858–865 (2016).10.1093/gerona/glv307PMC490632726809496

[40] Zhang E, Wang X, Zhou Z, Zhang C. Rapamycin-mediated inhibition of the mTOR pathway promotes tendon healing in acollagenase-induced achilles tendinopathy. *J Orthop Surg Res***21**, 5 (2026)41318630 10.1186/s13018-025-06524-2PMC12771740

[41] Chen, G. et al. Mechanical loading modulates heterotopic ossification in calcific tendinopathy through the mTORC1 signaling pathway. *Mol. Med. Rep.***16** (5), 5901–5907 (2017).28901376 10.3892/mmr.2017.7380PMC5865767

[42] Percie du Sert, N. et al. Reporting animal research: Explanation and elaboration for the ARRIVE guidelines 2.0. *PLoS Biol.***18** (7), e3000411 (2020).32663221 10.1371/journal.pbio.3000411PMC7360025

[43] Marr, N. et al. Evaluation of suitable reference genes for qPCR normalisation of gene expression in a Achilles tendon injury model. *PLoS One*. **19** (8), e0306678 (2024).39190750 10.1371/journal.pone.0306678PMC11349184

[44] Fearon, A. et al. The Bonar score revisited: region of evaluation significantly influences the standardized assessment of tendon degeneration. *J. Sci. Med. Sport*. **17** (4), 346–350 (2014).23932935 10.1016/j.jsams.2013.07.008PMC4856522

[45] Viera, A. J. & Garrett, J. M. Understanding interobserver agreement: the kappa statistic. *Fam Med.***37** (5), 360–363 (2005).15883903

[46] Untergasser, A. et al. Primer3—new capabilities and interfaces. *Nucleic Acids Res.***40** (15), e115–e115 (2012).22730293 10.1093/nar/gks596PMC3424584

[47] Lardizábal, M. N. et al. Reference genes for Real-Time PCR quantification of MicroRNAs and messenger RNAs in rat models of hepatotoxicity. *PLoS One***7**(5), e36323 (2012).22563491 10.1371/journal.pone.0036323PMC3341372

[48] Damba, T. et al. Hydrogen sulfide stimulates activation of hepatic stellate cells through increased cellular bio-energetics. *Nitric Oxide*. **92**, 26–33 (2019).31401106 10.1016/j.niox.2019.08.004

[49] Tsuchiya, Y. et al. Impact of high-intensity interval training on tendon related gene expression in rat Achilles tendon. *Biochem. Biophys. Res. Commun.***658**, 116–121 (2023).37030065 10.1016/j.bbrc.2023.03.076

[50] Meléndez, G. C. et al. Non-human Primate and Rat Cardiac Fibroblasts Show Similar Extracellular Matrix-related and Cellular Adhesion Gene Responses to Substance P. *Lung Circulation*. **24** (4), 395–403 (2015). Heart.10.1016/j.hlc.2014.11.015PMC449247525550118

[51] Zhu, F. et al. *Epigallocatechin Gallate Protects against MNNG-Induced Precancerous Lesions of Gastric Carcinoma in Rats via PI3K/Akt/mTOR Pathway***2021**(1), 8846813 (Evidence-Based Complementary and Alternative Medicine, 2021).10.1155/2021/8846813PMC788071133628319

[52] Xing, Y. et al. MicroRNA expression profiles and target prediction in neonatal Wistar rat lungs during the development of bronchopulmonary dysplasia. *Int. J. Mol. Med.***36** (5), 1253–1263 (2015).26398774 10.3892/ijmm.2015.2347PMC4601749

[53] Gambarotta, G. et al. Identification and validation of suitable housekeeping genes for normalizing quantitative Real-Time PCR assays in injured peripheral nerves. *PLoS One***9**(8), e105601 (2014).25144298 10.1371/journal.pone.0105601PMC4140797

[54] Diendorfer, A. et al. *miND (miRNA NGS Discovery pipeline): a small RNA-seq analysis pipeline and report generator for microRNA biomarker discovery studies [version 1; peer review: 2 approved with reservations].* F1000Research, 11(233). (2022).10.12688/f1000research.94159.2PMC1317328442147075

[55] Xu, W. et al. CD146 Regulates Growth Factor-Induced mTORC2 Activity Independent of the PI3K and mTORC1 Pathways. *Cell. Rep.***29** (5), 1311–1322e5 (2019).31665642 10.1016/j.celrep.2019.09.047

[56] Halt, K. J. et al. CD146 + cells are essential for kidney vasculature development. *Kidney Int.***90** (2), 311–324 (2016).27165833 10.1016/j.kint.2016.02.021

[57] Fürstenberger, G. et al. Real-time PCR of CD146 mRNA in peripheral blood enables the relative quantification of circulating endothelial cells and is an indicator of angiogenesis. *Br. J. Cancer*. **93** (7), 793–798 (2005).16160694 10.1038/sj.bjc.6602782PMC2361631

[58] Tu, T. et al. CD146 acts as a novel receptor for netrin-1 in promoting angiogenesis and vascular development. *Cell Res.***25** (3), 275–287 (2015).25656845 10.1038/cr.2015.15PMC4349246

[59] Bitto, A. et al. Transient rapamycin treatment can increase lifespan and healthspan in middle-aged mice. *eLife***5**, e16351 (2016).27549339 10.7554/eLife.16351PMC4996648

[60] Esposito, M. et al. Rapamycin inhibits relapsing experimental autoimmune encephalomyelitis by both effector and regulatory T cells modulation. *J. Neuroimmunol.***220** (1–2), 52–63 (2010).20149931 10.1016/j.jneuroim.2010.01.001

[61] Huber, S. et al. Inhibition of the mammalian target of rapamycin impedes lymphangiogenesis. *Kidney Int.***71** (8), 771–777 (2007).17299523 10.1038/sj.ki.5002112

[62] Lim, J. et al. mTORC1 Signaling is a Critical Regulator of Postnatal Tendon Development. *Sci. Rep.***7** (1), 17175 (2017).29215029 10.1038/s41598-017-17384-0PMC5719403

[63] Tsouli, S. G. et al. Pathogenesis, detection and treatment of Achilles tendon xanthomas. *Eur. J. Clin. Invest.***35** (4), 236–244 (2005).15816992 10.1111/j.1365-2362.2005.01484.x

[64] Waugh, C. M. et al. Mild hypercholesterolemia impacts Achilles sub-tendon mechanical properties in young rats. *BMC Musculoskelet. Disord.***24**(1), 282 (2023).37046262 10.1186/s12891-023-06375-0PMC10091839

[65] Taylor, B., Cheema, A. & Soslowsky, L. Tendon pathology in hypercholesterolemia and Familial Hypercholesterolemia. *Curr. Rheumatol. Rep.***19**(12), 76 (2017).29101577 10.1007/s11926-017-0704-2

[66] Miller, R. A. et al. Rapamycin-mediated lifespan increase in mice is dose and sex dependent and metabolically distinct from dietary restriction. *Aging Cell.***13** (3), 468–477 (2014).24341993 10.1111/acel.12194PMC4032600

[67] Foster, D. A. & Toschi, A. Targeting mTOR with rapamycin: One dose does not fit all. *Cell. Cycle*. **8** (7), 1026–1029 (2009).19270529 10.4161/cc.8.7.8044PMC2778016

[68] Farina, F. M. et al. miR-128-3p Is a Novel Regulator of Vascular Smooth Muscle Cell Phenotypic Switch and Vascular Diseases. *Circ. Res.***126** (12), e120–e135 (2020).32216529 10.1161/CIRCRESAHA.120.316489

[69] Song, K. et al. *Exosomes from tendon derived stem cells promote tendon repair through miR-144-3p-regulated tenocyte proliferation and migration***13**(1), 80 (Stem Cell Research & Therapy, 2022).10.1186/s13287-022-02723-4PMC886768135197108

[70] Thankam, F. G. et al. Genes interconnecting AMPK and TREM-1 and associated microRNAs in rotator cuff tendon injury. *Mol. Cell. Biochem.***454** (1–2), 97–109 (2019).30306456 10.1007/s11010-018-3456-zPMC6438203

[71] Schanda, J. E. et al. Muscle-Specific Micro-Ribonucleic Acids miR-1-3p, miR-133a-3p, and miR-133b Reflect Muscle Regeneration After Single-Dose Zoledronic Acid Following Rotator Cuff Repair in a Rodent Chronic Defect Model. *Am. J. Sports Med.***50** (12), 3355–3367 (2022).36053026 10.1177/03635465221119507

[72] Welsh, J. A. et al. Minimal information for studies of extracellular vesicles (MISEV2023): From basic to advanced approaches. *J. Extracell. Vesicles*. **13** (2), e12404 (2024).38326288 10.1002/jev2.12404PMC10850029

# Supplementary material for: Rapamycin reduces peritendinous fibrosis but has a limited effect on intratendinous healing in a rodent Achilles tendon injury model
**Source:** Sci Rep. 2026 Mar 26;16:15028. doi: 10.1038/s41598-026-45606-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary methods.**

**Serum-derived extracellular vesicle miRNA and tRNA sequencing.** Sera were stored at -80℃ until processing. EVs were isolated from serum samples (n = 3 per timepoint) by size exclusion chromatography (SEC) using qEV single 70 nm columns (IZON, Lyon, France) following the manufacturer's instructions. Total RNA was extracted using the miRNeasy mini kit (Qiagen, Hilden, Germany) and 5 µL total RNA was used as an input for small RNA sequencing library preparation. 

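The spike-ins are synthetic RNAs added in equal amount to each sample, so the count of miRs relative to them reflects the amount of miR in the input. The deposited counts hold 7 calibrator sequences and 3 quality control sequences. In the 10 libraries listed in Table S4, spike-ins took 52.5% to 71.8% of the counts in the table, against 24.3% in rapamycin day 7 replicate 2 and 13.6% in vehicle day 7 replicate 1, the libraries not listed. Calibrator counts ran from 20686 to 32491 in the 10 libraries and were 9294 and 7514 in the unlisted rapamycin and vehicle libraries. The number of miR counts per calibrator count ran from 0.686 to 1.58 in the 10 libraries, against 5.53 and 12.8 in the unlisted ones. Within timepoints, this ratio was lower with rapamycin by a log2 difference of -0.40 in the 10 libraries (exact permutation test, two-sided, p = 0.0833, adjusted p = 0.111 over 4 measures of depth) and of -0.53 in all 12 (exact permutation p = 0.41, adjusted p = 0.547).

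**Figure D3:**
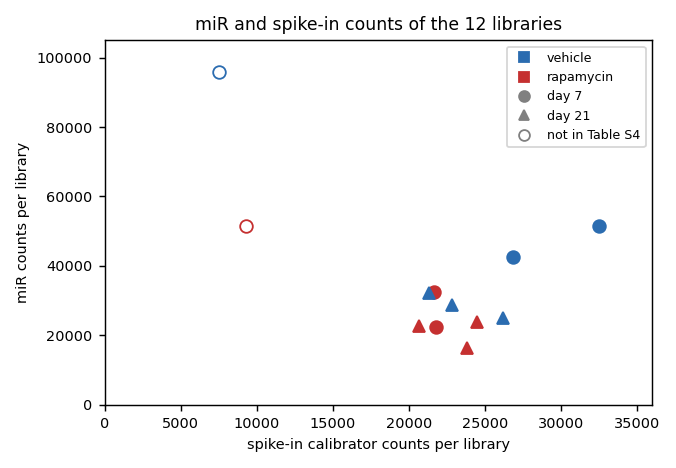
Total miR counts against spike-in calibrator counts in each library, by treatment and timepoint, with hollow points for the 2 libraries not listed in Table S4. The hollow points lie at 9294 and 7514 calibrator counts, and the 10 listed libraries at 20686 or more.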

To each RNA sample, 1 µL of mind spike-in standards (TAmiRNA, Vienna, Austria) were added using the RealSeq Biofluids library preparation kit (RealSeq Biosciences, US). Adapter-ligated libraries were amplified using barcoded Illumina reverse primers in combination with the Illumina forward primer. Library quality control was performed using DNA1000 Chip (Agilent, United States). An equimolar pool consisting of all sequencing libraries was prepared and sequenced via Nextseq2000 with 100 bp single end reads (Illumina, San Diego, USA).

Next-generation sequencing (NGS) data were analysed using the miND analysis pipeline[1] with adaptions for tRNA quantification. Quality of next-generation sequencing data was evaluated automatically and manually with fastQC v0.12[2] and multiQC v1.14[3]. Data were processed as described previously[4-9]. Briefly, reads were adapter trimmed and quality filtered using cutadapt v3.3[4] and then filtered (minimum length = 17 nucleotides). Mapping steps were performed using bowtie v1.3.0[5] and miRDeep2 v2.0.1.2[6], whereas reads were initially mapped against the genomic reference mRatBN.7.2[7] allowing for two mismatches and subsequently miRBase v22.1[8], filtered for miRNAs of *Rattus norvegicus* only (allowing for one mismatch). For an overview of RNA composition, non-miRNA mapped reads were mapped against RNAcentral v23.0[9] allowing for two mismatches and a maximum of 300 multiple mappings, and then assigned to various RNA species of interest. Read counts for tRNAs are corrected for multiple mapping by dividing the read count by the number of mappings. Adjusted read counts are summarised for isodecoders and isoacceptors. Statistical analysis of pre-processed NGS data was undertaken as described previously[10, 11] using R v4.0.5 and the following packages: pheatmap v1.0.12, pcaMethods v1.82 and genefilter v1.72. Differential expression (DE) analysis was performed with edgeR v3.32[10] using quasi-likelihood negative binomial generalised log-linear model functions. 

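Independent filtering drops the miRs below a cutoff on mean abundance before the p-values are adjusted, and so fewer tests share the correction. Here the cutoff was the abundance quantile from 0 to 0.95, in steps of 0.01, that gave the most miRs at an adjusted p under 0.05, and the lowest such quantile on ties. For the 10 libraries listed in Table S4, the cutoff fell at a log2 CPM of 12.58 at day 7, where 30 miRs were left, and at 8.81 with timepoint as a blocking factor, where 110 were left. For all 12 it fell at 9.11 at day 7, with 107 miRs left, and at 12.99 with timepoint as a blocking factor, with 26 left. Without a cutoff, the 10 libraries gave 2 DE miRs at day 7 and 2 with timepoint as a blocking factor. All 12 libraries then gave 0 in both comparisons, with 8 and 15 miRs at an unadjusted p under 0.05. DESeq2's present filtering rule set no cutoff in these comparisons of the 10 libraries and gave 2 DE miRs in each.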

Independent filtering method of DESeq2[11] was adapted for use with edgeR to remove low abundance miRNAs or tRNAs to optimise the false discovery rate (FDR) correction. Resulting data are deposited on NCBI GEO, accession GSE293831.

1. Diendorfer, A., et al., *miND (miRNA NGS Discovery pipeline): a small RNA-seq analysis pipeline and report generator for microRNA biomarker discovery studies [version 1; peer review: 2 approved with reservations].* F1000Research, 2022. **11**(233).

2. Andrews, S., *FastQC: a quality control tool for high throughput sequence data*. 2010, Cambridge, United Kingdom.

3. Ewels, P., et al., *MultiQC: summarize analysis results for multiple tools and samples in a single report.* Bioinformatics, 2016. **32**(19): p. 3047–3048.

4. Martin, M., *Cutadapt removes adapter sequences from high-throughput sequencing reads.* 2011, 2011. **17**(1): p. 3.

5. Langmead, B., et al., *Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.* Genome Biology, 2009. **10**(3): p. R25.

6. Friedländer, M.R., et al., *miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades.* Nucleic Acids Research, 2011. **40**(1): p. 37–52.

7. Zerbino, D.R., et al., *Ensembl 2018.* Nucleic Acids Research, 2017. **46**(D1): p. D754–D761.

8. Griffiths‐Jones, S., *The microRNA Registry.* Nucleic Acids Research, 2004. **32**(suppl_1): p. D109–D111.

9. The RNAcentral Consortium, *RNAcentral: a hub of information for non-coding RNA sequences.* Nucleic Acids Research, 2018. **47**(D1): p. D221–D229.

10. Robinson, M.D., D.J. McCarthy, and G.K. Smyth, *edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.* Bioinformatics, 2009. **26**(1): p. 139–140.

11. Love, M.I., W. Huber, and S. Anders, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2.* Genome Biology, 2014. **15**(12): p. 550.

**
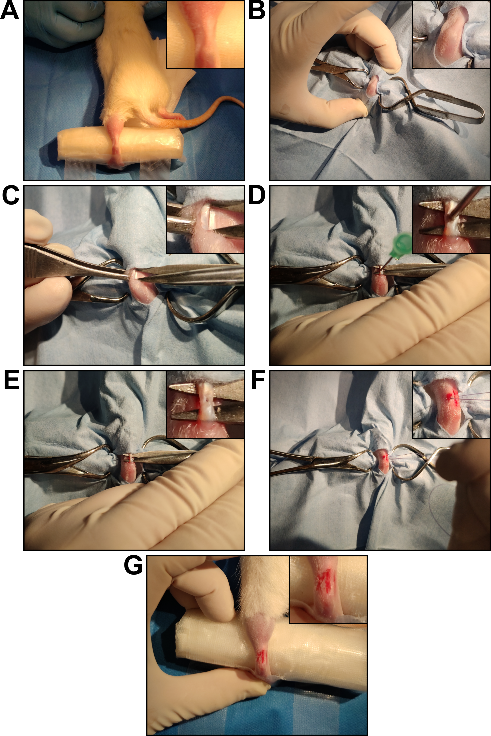
**

**Supplementary figure S1. Tendon injury surgical procedures.** Animals were anaesthetised (isoflurane; 2.5–3%) and pre-operative analgesia was provided (0.05 mg/kg buprenorphine, sub-cutaneous). (A&B) Anaesthetised animals were positioned ventrally, with their left hindlimb extended posteriorly onto a custom-made foot stool to enable tension in the Achilles tendon. (C) The skin over the left Achilles tendon was incised, and the Achilles tendon was isolated from the plantaris tendon and punctured 2 mm proximal to the calcaneal insertion using a 21G hypodermic needle (D&E) by passing the needle through the tendon once. (F&G) Incisions were closed, and all animals were housed in their original groups and behaviour was monitored closely for 48 h using a welfare scoring system. Post-operative analgesia (0.05 mg/kg buprenorphine) was administered subcutaneously twice daily for 48 hours following surgery (i.e. five doses total).

**
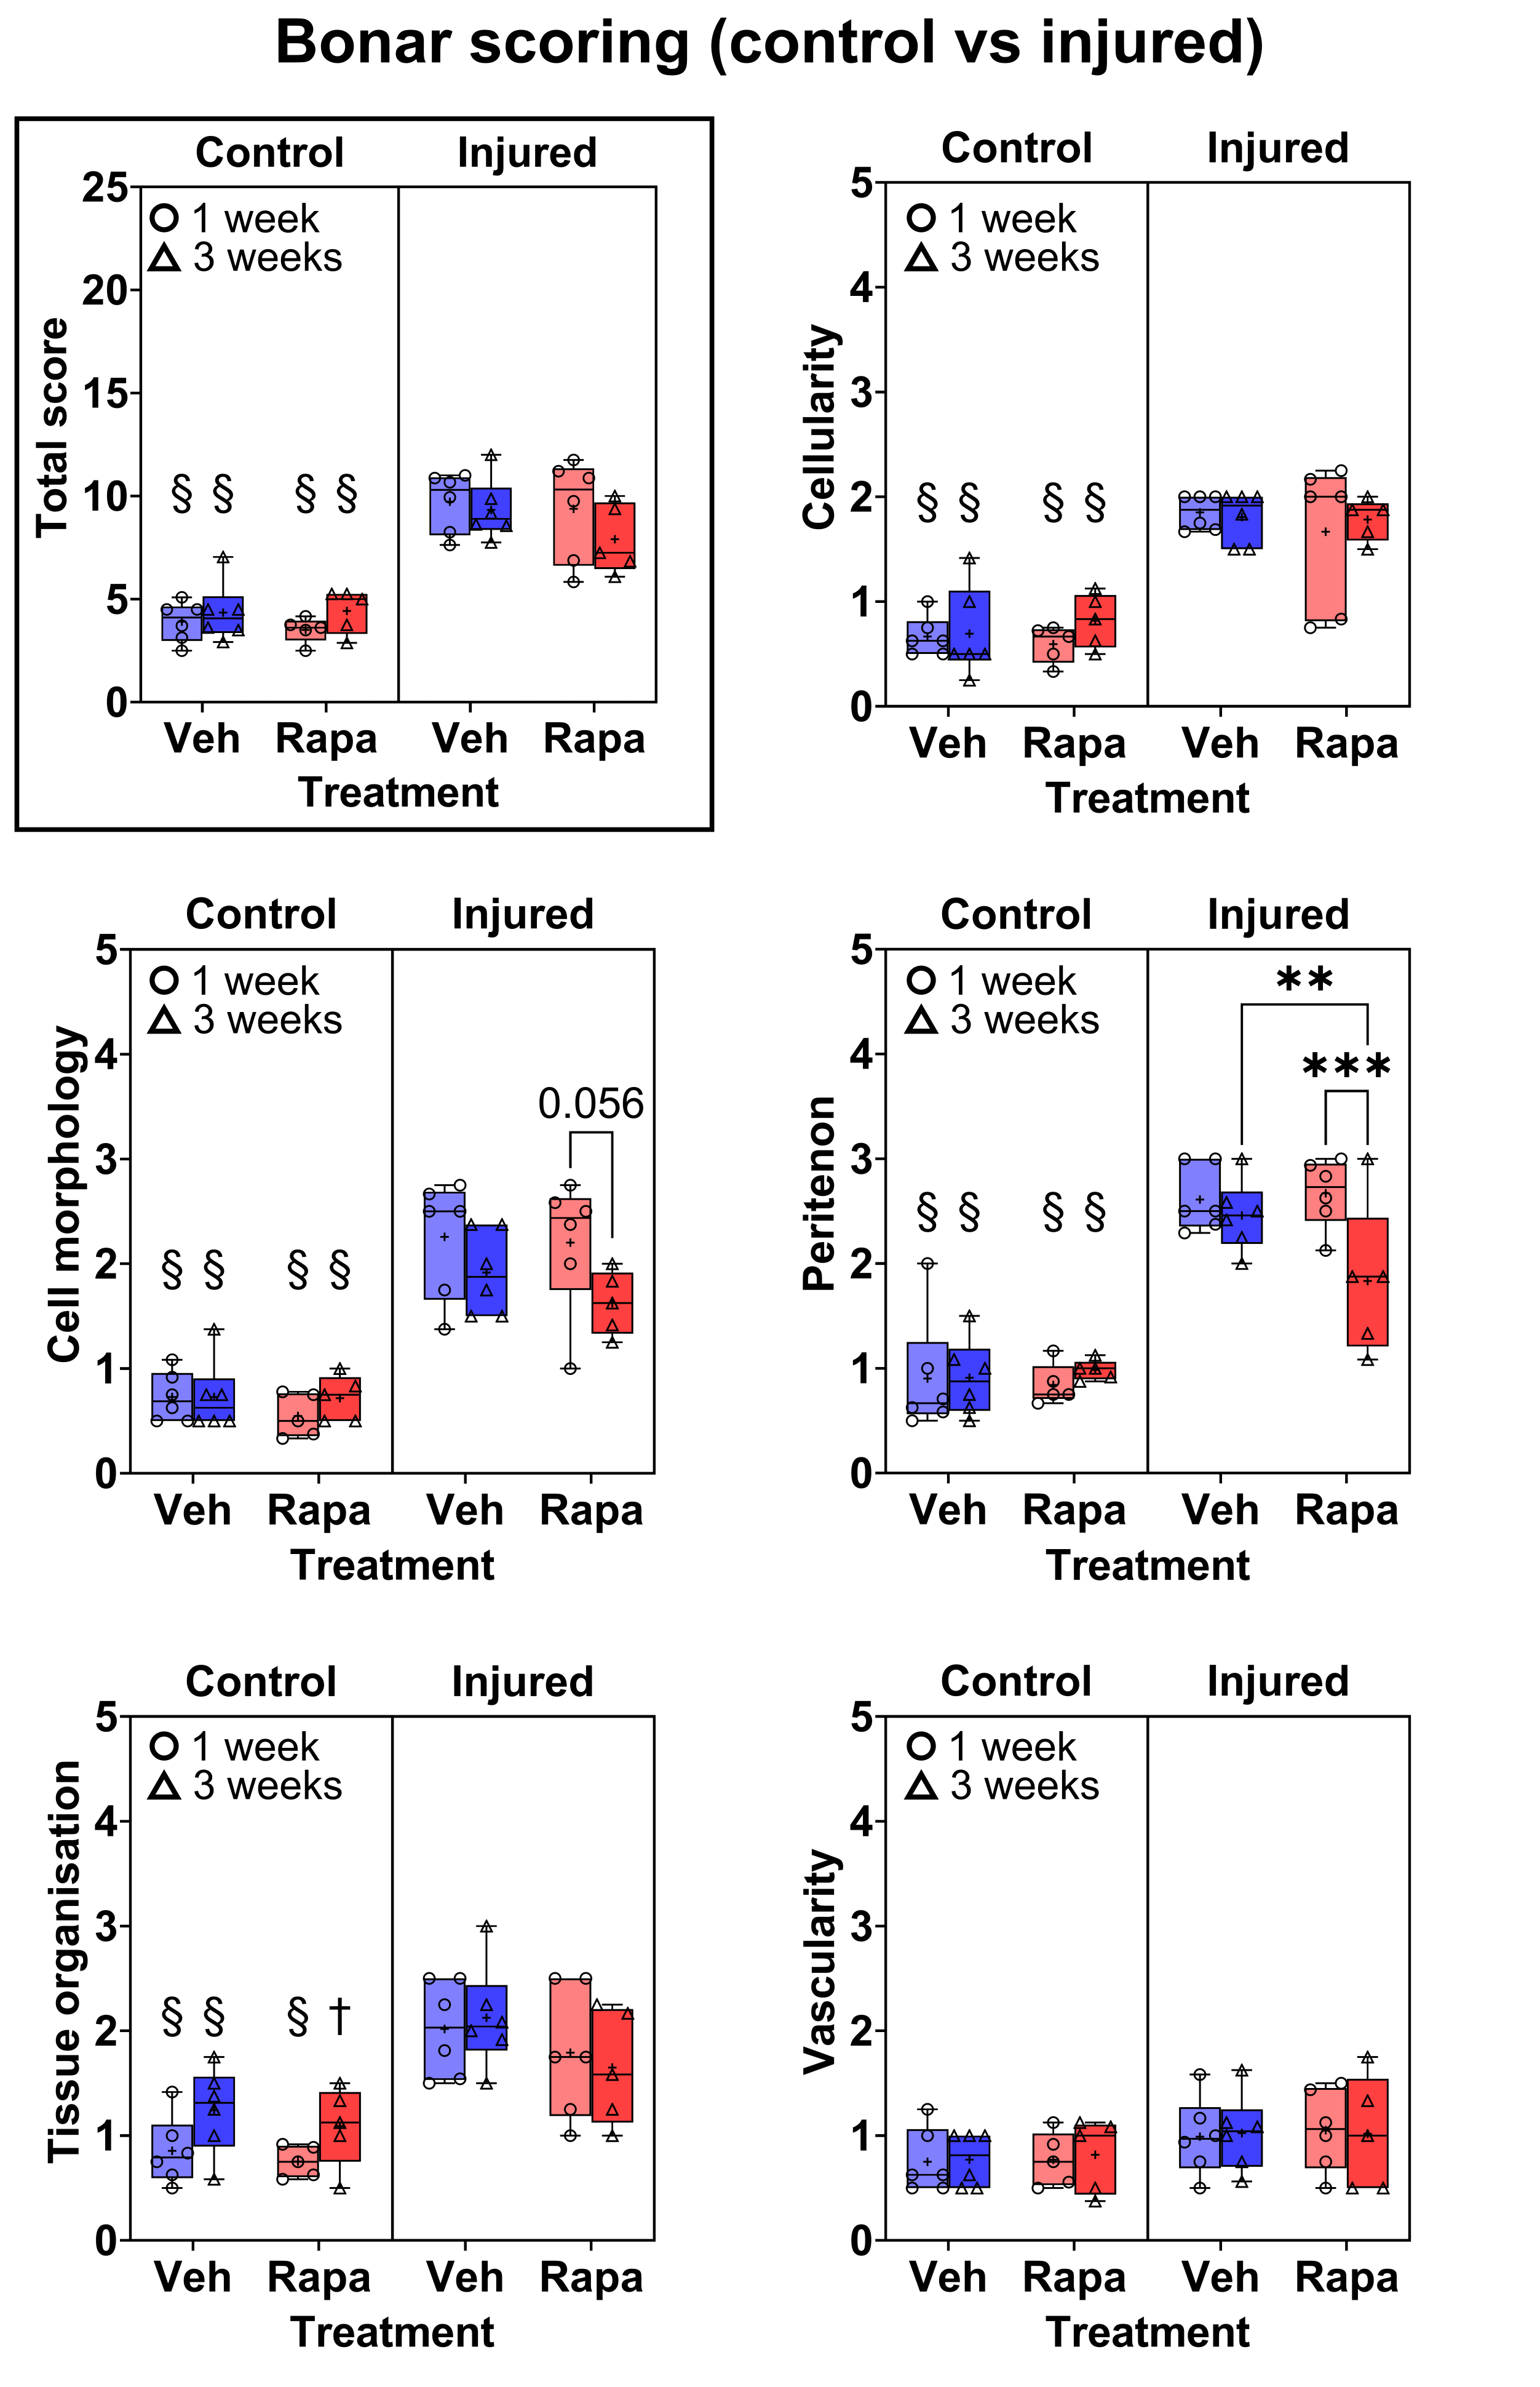
**

**Supplementary figure S2. Complete dataset for BONAR scoring.** (B) Box-and-Whisker plot featuring minimum and maximum values from Bonar scoring results of independently assessed histological images of tendon injuries, including total score (solid box), cell morphology, cellularity, peritenon fibrosis, tissue organisation and vascularity. Note: only statistically significant post-hoc pairwise comparisons between treatment groups (vehicle vs rapamycin) are presented. (+) denotes mean. N=6/group. (*) P≤0.05, (**) P≤0.01, (***) P≤0.001. Symbols denoting significance between control and injured: (†) P≤0.05, (‡) P≤0.01, (§) P≤0.001. O = 1 week, △ = 3 weeks. Vehicle = blue, Rapamycin = red.

**
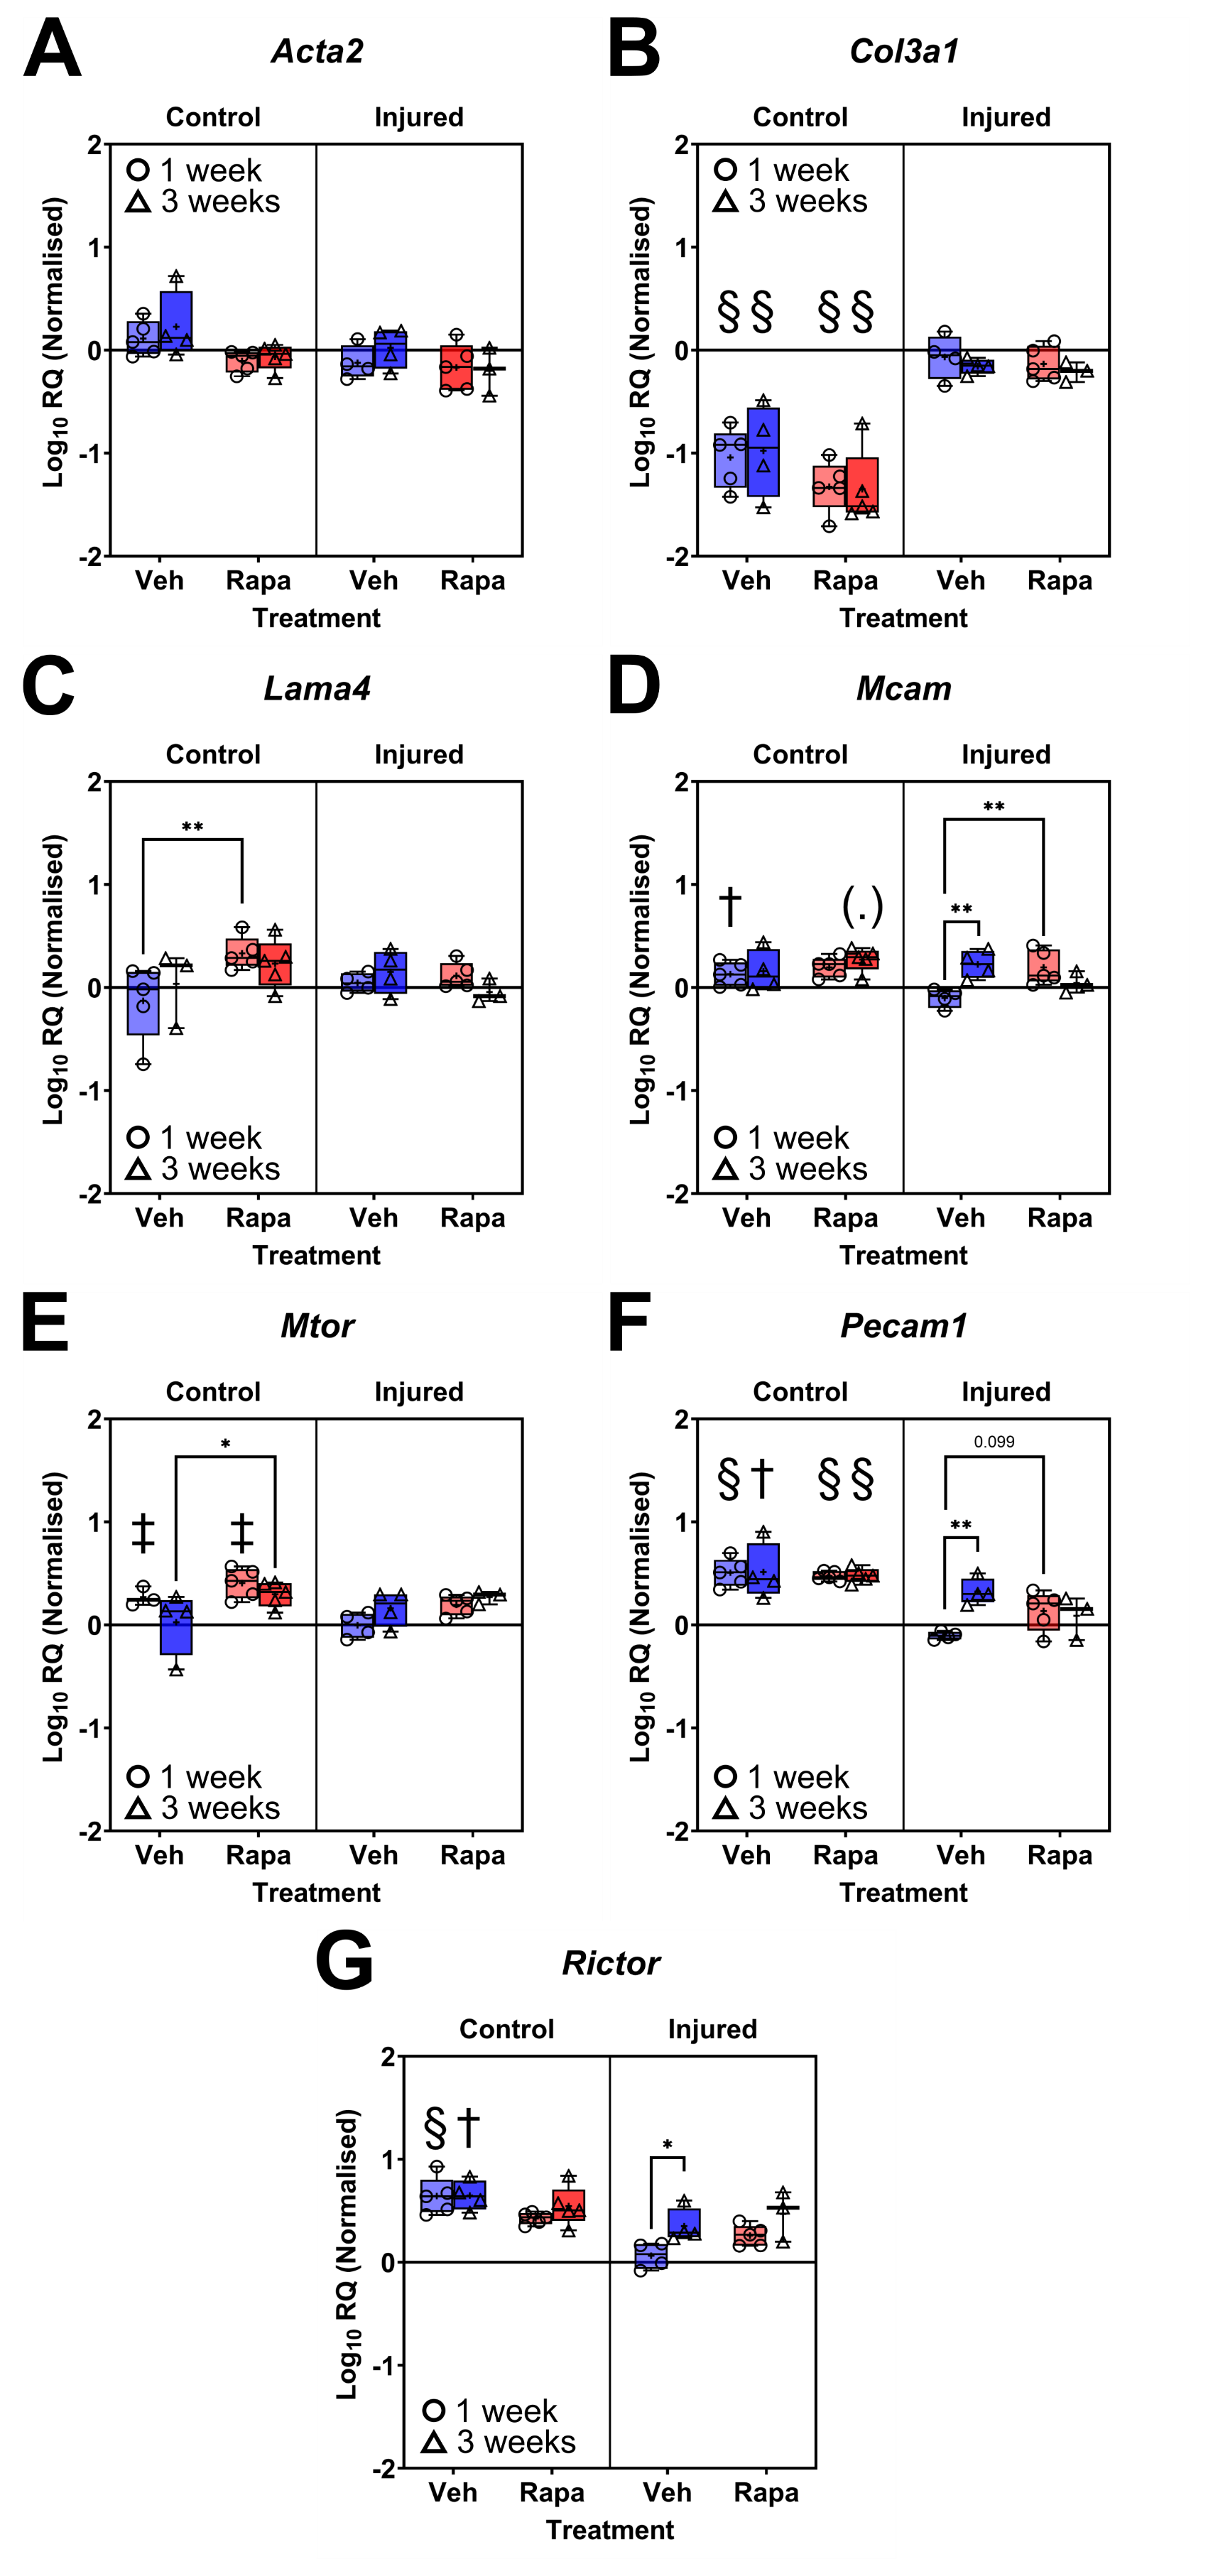
**

**Supplementary figure S3. Complete dataset for qPCR.** Box-and-Whisker plot featuring minimum and maximum values from qPCR analyses of (A) *Acta2*, (B) *Col3a1*, (C) *Lama4*, (D) *Mcam*, (E) *Mtor*, (F) *Pecam1*, and (G) *Rictor* in both uninjured and injured tendons with rapamycin or vehicle treatment at 1 week and 3 weeks post-surgery. Note: only statistically significant post-hoc pairwise comparisons between treatment groups (vehicle vs rapamycin) are presented. (+) denotes mean. N=3-5/group. (*) P≤0.05, (**) P≤0.01, (***) P≤0.001. Symbols denoting significance between control and injured: (.) P≤ 0.1, (†) P≤0.05, (‡) P≤0.01, (§) P≤0.001. O = 1 week, △ = 3 weeks. Vehicle = blue, Rapamycin = red.

**
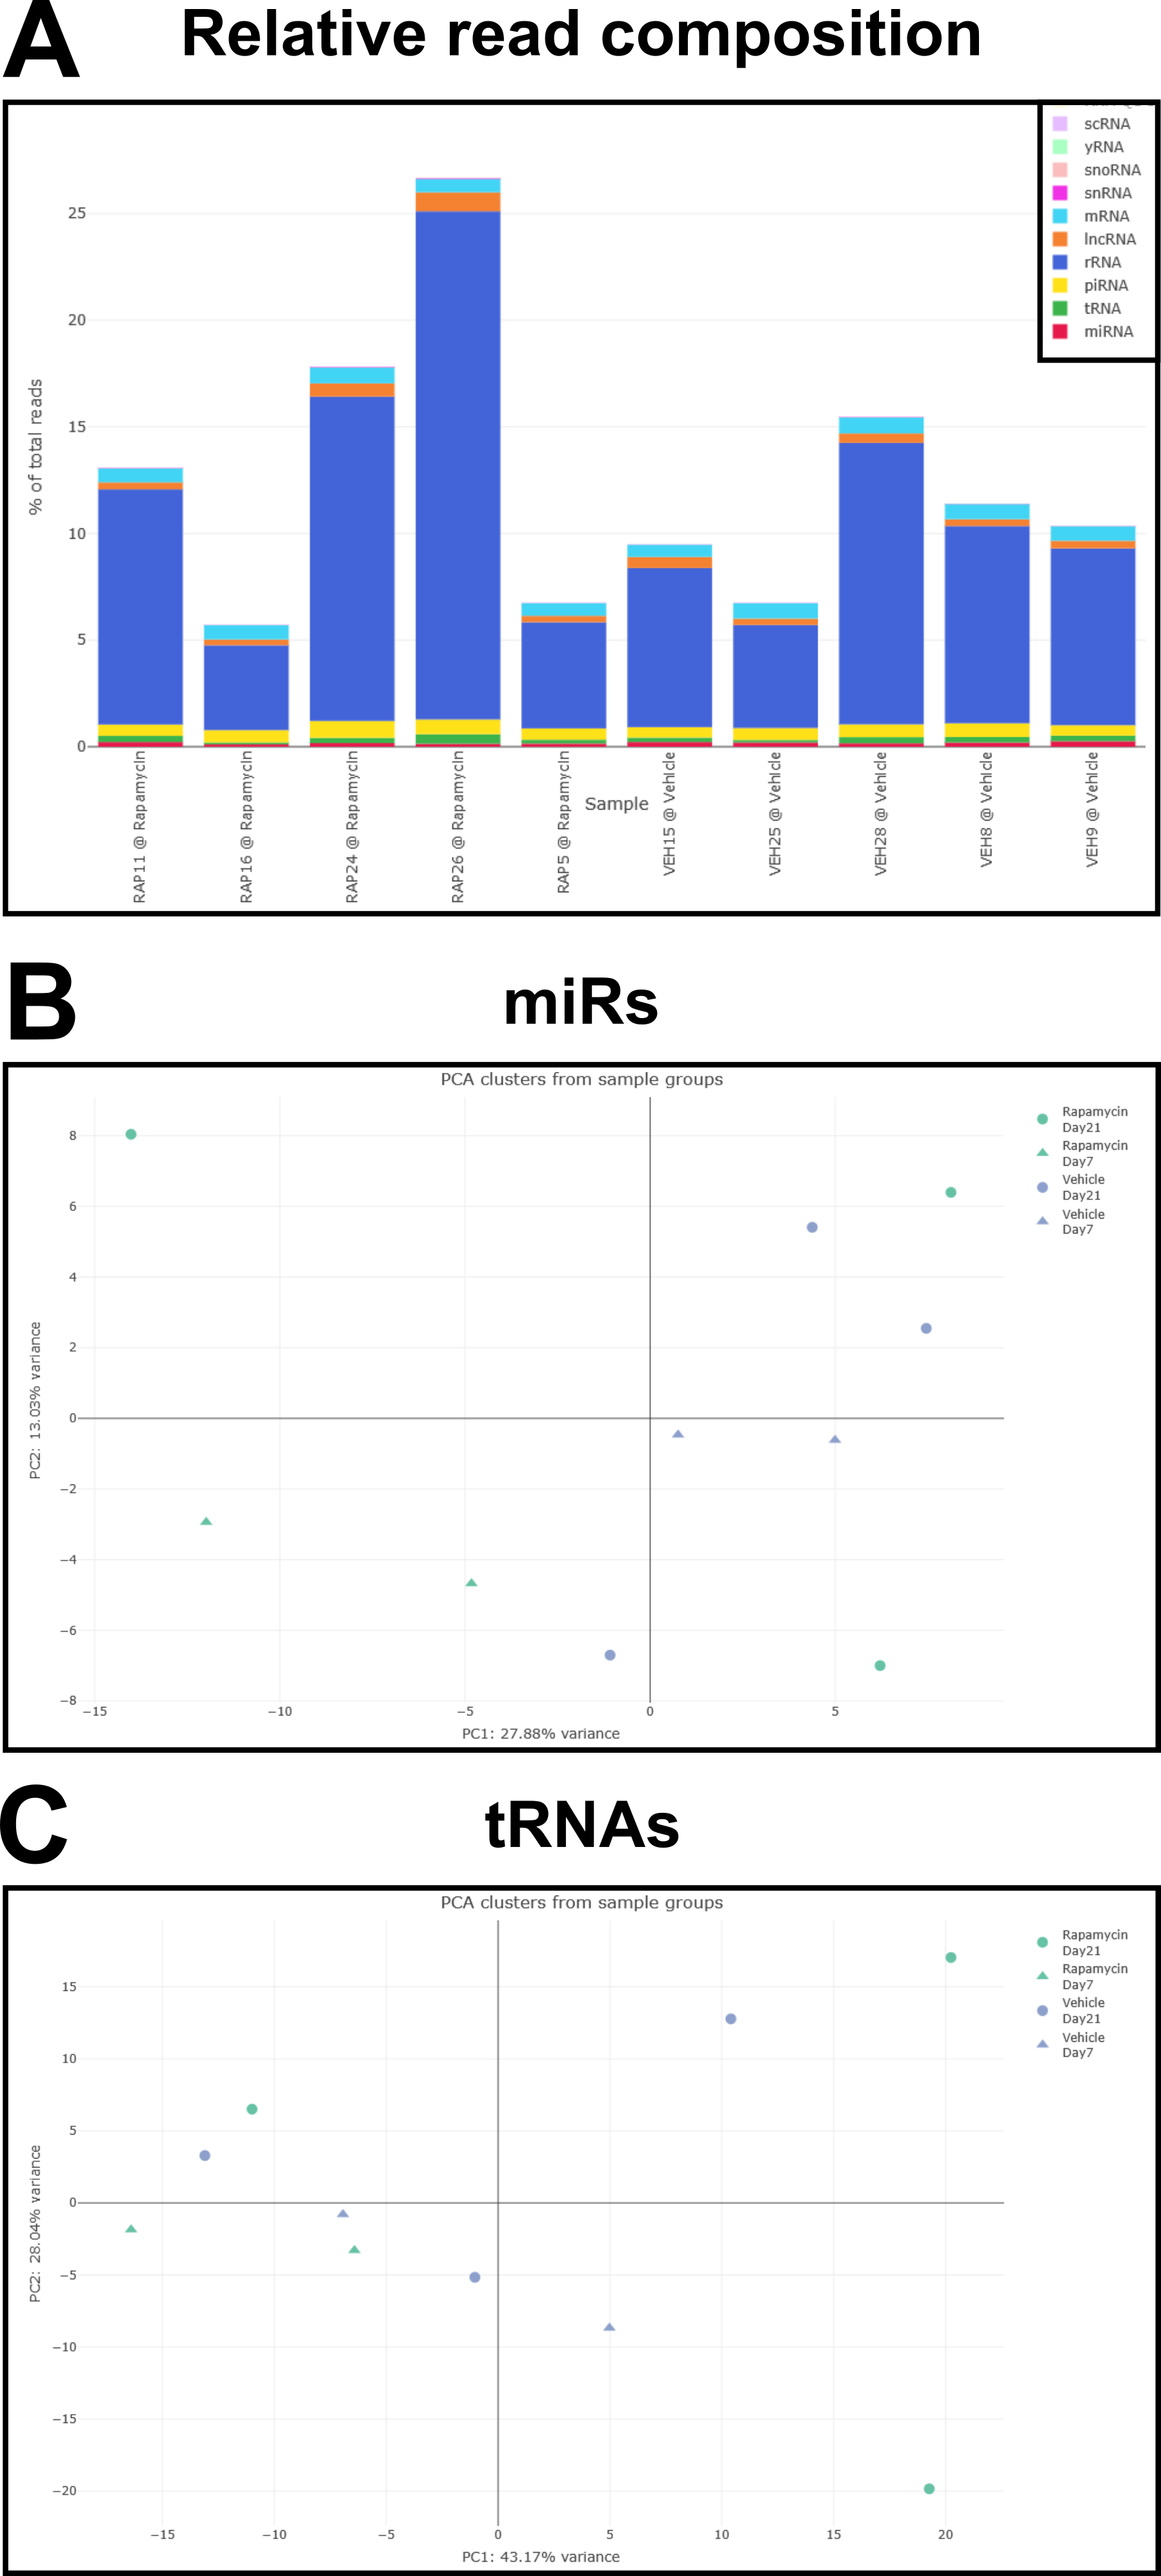
**

**Supplementary figure S4. Serum read composition and principal component analysis (PCA).** (A) relative read composition for all samples carried forward for analyses. Note: reads associated with unclassified reads, quality control and other unknown RNA species are excluded. PCA plots of 10 samples included in (B) miR and (C) tRNA analyses show no apparent clustering.

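Table S4 gives the reads of each of its 10 libraries by class, and the following shares were computed from the paper's read numbers. The libraries held 13255605 to 21079464 sequenced reads, of which 0.112% to 0.264% fell on miRs, 3.98% to 23.8% fell on rRNA and 48.4% to 64.2% were unmapped. The deposited miR counts of each library came to 0.990 to 0.999 of the miR reads in Table S4. The most abundant miR in each of these libraries, miR-191a-5p, took 11.5% to 18.9% of the miR counts, and the 10 most abundant miRs took 51.3% to 63.6%. In rapamycin day 7 replicate 2 and vehicle day 7 replicate 1, which Table S4 does not list, the most abundant miR took 8.31% and 9.01% of the miR counts and the 10 most abundant took 42.9% and 44.1%. Between treatments within timepoints, sequenced reads had a log2 difference of -0.19 (exact permutation test, two-sided, p = 0.133, adjusted p = 0.15 over 5 measures from Table S4 and the counts).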

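Principal components were computed from log2 CPM values with a prior count of 2, centred for each miR and not scaled. In the 10 libraries listed in Table S4, over 365 miRs, the first principal component took 30.8% of the variance and the second 12.2%. Over both timepoints, with labels permuted within each, the difference between treatments had p = 0.483 on the first component (exact permutation test, two-sided, adjusted p = 0.483) and p = 0.0667 on the second (adjusted p = 0.133 over 2 components), where 0.0167 is the smallest p. At day 7 both listed rapamycin libraries lay below both vehicle libraries on the first component, at -5.16 and -9.83 against -1.84 and 2.41, and at day 21 the treatments overlapped on it. The setting that moved the share of the first component most was a minimum of 10 counts in every library, which brought it to 49.6%. Computed over 426 miRs in all 12, the first component took 39.0% and the second 9.25% (exact permutation p = 0.72 and 0.5, adjusted p = 0.72 for both). There the libraries that Table S4 does not list had the lowest scores on the first component, -18.0 for vehicle day 7 replicate 1 and -13.8 for rapamycin day 7 replicate 2, and the other 10 lay between -6.38 and 12.3.

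**Figure D4:**
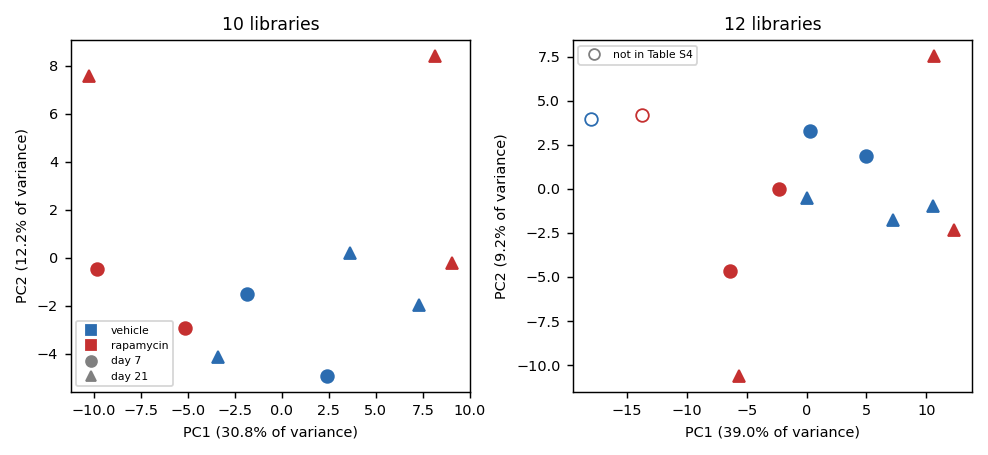
Scores of the libraries on the first and second principal components of miR log2 CPM, for the 10 libraries listed in Table S4 and for all 12, by treatment and timepoint. Hollow points are the 2 libraries not listed, which lie at -18.0 and -13.8 on the first component.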

| Category | | Grade | | | |
| --- | --- | --- | --- | --- | --- |
| Category | | **0** | **1** | **2** | **3** |
| Tendon core | **Cell morphology** | Inconspicuous elongated spindle shaped nuclei with no obvious cytoplasm at light microscopy | Increased roundness: nucleus becomes more ovoid to round in shape without conspicuous cytoplasm | Increased roundness and size; the nucleus is round, slightly enlarged and a small amount of cytoplasm is visible | Nucleus is round, large with abundant cytoplasm and lacuna formation (chondroid change) |
|  | **Cellularity** | Mainly discrete cells | Hypercellular, in rows and/or increased cell numbers | Areas of hypo as well as hyper cellularity | Area of assessment is mostly acellular |
|  | **Vascularity** | No vessels present in FOV/ Inconspicuous blood vessels coursing between bundles | Occasional cluster of vessels | 2–3 clusters of capillaries/vessels | Areas with greater than 3 clusters |
|  | **Tissue Organisation** | Collagen fibres arranged linearly with cell nuclei aligned with long axis of tendon | Small loss of collagen and cell alignment in regions | Moderate loss of collagen and cell alignment | Complete loss of collagen and cell alignment, matrix appears disorganised |
| Peritenon | | Minimal/inconspicuous, 1 cell layer, normal appearance | Enlarged, ~2 cell layers, atypical appearance | Enlarged, presence of distinct vascular bundles | Extensive fibrosis, no organisation, high cellularity |

**Supplementary table 1. Modified Bonar scoring system.**

**Supplementary table 2. ANOVA results BONAR scoring.**

|  | Variable(s) | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BONAR category | Limb  P-value | Treatment  P-value | Timepoint  P-value | Limb:Treatment  P-value | Limb:Timepoint  P-value | Treatment:Timepoint  P-value | Limb:Treatment:Timepoint  P-value | |
| Cell morphology | ***0.0000(***)*** | 0.12 | 0.10 | 0.49 | ***0.017(*)*** | 0.95 | 0.38 | |
| Cellularity | ***0.0000(***)*** | 0.58 | 0.29 | 0.41 | 0.73 | 0.36 | 0.99 | |
| Peritenon | ***0.0000(***)*** | 0.15 | ***0.047(*)*** | *0.066(.)* | ***0.0018(**)*** | 0.12 | *0.054(.)* | |
| Tissue morphology | ***0.0000(***)*** | 0.17 | 0.27 | 0.19 | 0.15 | 0.68 | 0.72 | |
| Vascularity | ***0.016(*)*** | 0.84 | 0.85 | 0.76 | 0.77 | 0.88 | 0.67 | |
| Total score | ***0.0000(***)*** | 0.21 | 0.80 | 0.20 | ***0.043(*)*** | 0.80 | 0.35 | |
| ^(.) P≤0.1, (*) P≤0.05, (**) P≤0.01, (***) P≤0.001. Significant results are presented in bold, results approaching significance are italicised.^ | | | | | | | |  |

**Supplementary table 3. ANOVA results qPCR.**

|  | Variable | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | Limb  P-value | Treatment  P-value | Timepoint  P-value | Limb:Treatment  P-value | Limb:Timepoint  P-value | Treatment:Timepoint  P-value | Limb:Treatment:Timepoint  P-value | |
| *Acta2* | **0.020(*)** | **0.017(*)** | 0.38 | 0.34 | 0.77 | 0.45 | 0.78 | |
| *Col3a1* | **0.000(***)** | *0.092(.)* | 0.68 | 0.14 | 0.52 | 0.96 | 0.65 | |
| *Lama4* | 0.52 | 0.13 | 1.00 | **0.023(*)** | 0.70 | 0.16 | 0.99 | |
| *Mcam* | **0.041(*)** | 0.12 | 0.14 | 0.73 | 0.71 | **0.026(*)** | **0.0077(**)** | |
| *Mtor* | **0.047(*)** | **0.0098(**)** | 0.53 | 0.53 | **0.0073(**)** | 0.73 | 0.32 | |
| *Pecam1* | **0.0000(***)** | 0.91 | 0.17 | 0.74 | *0.074(.)* | *0.078(.)* | **0.024(*)** | |
| *Rictor* | **0.0001(***)** | 0.99 | **0.010(*)** | **0.0087(**)** | *0.097(.)* | 0.86 | 0.38 | |
| (.) P≤0.1, (*) P≤0.05, (**) P≤0.01, (***) P≤0.001. Significant results are presented in bold, results approaching significance are italicised | | | | | | | |  |

**Supplementary table 4. Stratification and number of reads mapped to RNA species.**

| sampleID | miRNA | tRNA | piRNA | rRNA | lncRNA | mRNA | snRNA | snoRNA | yRNA | scRNA | RNA QC  spike-in | spike-in calibrator | other RNA species | unclassified genomic | unmapped |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| RAP11 | 32745 | 42984 | 77498 | 1616482 | 48261 | 95149 | 2330 | 1362 | 614 | 19 | 15756 | 21207 | 189705 | 3929001 | 8585965 |
| RAP16 | 16448 | 12962 | 85518 | 585906 | 39120 | 98989 | 863 | 338 | 164 | 7 | 17240 | 23264 | 69125 | 4332122 | 9440211 |
| RAP24 | 22770 | 33071 | 105106 | 2015843 | 82708 | 98513 | 3367 | 1033 | 591 | 17 | 11544 | 20164 | 334324 | 3579146 | 6947408 |
| RAP26 | 22435 | 73059 | 112255 | 3854765 | 143675 | 101187 | 5161 | 3886 | 766 | 21 | 13973 | 21393 | 339000 | 3657491 | 7824896 |
| RAP5 | 24064 | 28888 | 85902 | 800896 | 48541 | 95590 | 1208 | 430 | 187 | 7 | 18370 | 23875 | 88218 | 4537207 | 10319952 |
| *Rapamycin (average)* | ***23692*** | ***38193*** | ***93256*** | ***1774778*** | ***72461*** | ***97886*** | ***2586*** | ***1410*** | ***464*** | ***14*** | ***15377*** | ***21981*** | ***204074*** | ***4006993*** | ***8623686*** |
| VEH15 | 32359 | 30541 | 70679 | 1073538 | 74979 | 82103 | 1158 | 616 | 538 | 4 | 15764 | 20720 | 127443 | 3814321 | 9049813 |
| VEH25 | 28999 | 17943 | 82565 | 707128 | 44164 | 105932 | 998 | 395 | 422 | 11 | 19089 | 22254 | 91015 | 4399335 | 9107701 |
| VEH28 | 25278 | 47849 | 96966 | 2147580 | 71057 | 121928 | 2836 | 977 | 429 | 13 | 16083 | 25213 | 207568 | 4439774 | 9065026 |
| VEH8 | 42726 | 55371 | 134007 | 1949402 | 67968 | 149998 | 2734 | 1121 | 589 | 16 | 22807 | 26104 | 360033 | 5977407 | 12289181 |
| VEH9 | 51824 | 50327 | 96631 | 1628519 | 71493 | 134504 | 2121 | 1067 | 400 | 10 | 23666 | 31466 | 188938 | 5615885 | 11740173 |
| *Vehicle (average)* | ***36237*** | ***40406*** | ***96170*** | ***1501233*** | ***65932*** | ***118893*** | ***1969*** | ***835*** | ***476*** | ***11*** | ***19482*** | ***25151*** | ***194999*** | ***4849344*** | ***10250379*** |

How the deposited data were processed for this re-analysis (not part of the article)

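Small RNA was sequenced from serum EVs of 12 rats, 3 per treatment at each of day 7 and day 21 after tendon injury, with rapamycin at 2 mg per kg or vehicle. The authors deposited raw counts of reads on each mature miR in each library, without normalization. The reads had been trimmed with cutadapt, mapped to the rat genome with bowtie and assigned to rat miRBase sequences with miRDeep2 in the miND pipeline, as the paper's supplementary methods state. The table lists 426 miRs and 10 spike-in sequences for 12 libraries, and every column was mapped to a treatment, timepoint and replicate by the study's own labels. The sample titles name injured tendon, while the paper describes serum EVs. The paper's description was followed here. Raw sequencing reads and tRNA data were not analysed here.

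Total miR counts ran from 16327 to 95834 over the 12 libraries. The smallest level the depth can show was set at 3 counts, which corresponds to 31.3 to 184 CPM before TMM scaling. Levels of single miRs are CPM after TMM scaling within the set of libraries, and the summed CPM of muscle miRs is without it. Figure S4 and Table S4 list 10 libraries as those of the paper's miR results, and Tables 2 and 3 give n = 3 and n = 6 per group. Most results were therefore computed for the 10 listed libraries and again for all 12. The percentile of the erythrocyte set at day 7 and measures that use the reads of Table S4 were among those computed for the 10 only. The spike-in sequences were removed before normalization.

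Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3, using its quasi-likelihood functions as the paper names them, with the earlier form of the quasi-likelihood fit (legacy) and TMM normalization. Every miR with a count above 0 in some library of the set entered the fit. The day 7 and day 21 comparisons and their difference came from one model with a mean for each of the 4 groups, and the general treatment effect came from a model with timepoint as a blocking factor. Benjamini-Hochberg adjustment followed independent filtering on mean abundance, with a threshold of 0.05. The paper's supplementary methods state that DESeq2's independent filtering was adapted to edgeR to improve the correction for many tests, and do not give the details of the adaptation. The cutoff used here takes the quantile with the most calls, which favours calls. Counts were simulated with the trend of dispersion on abundance in the 10 libraries, without the spread of single miRs around that trend. In 20 simulations, 60 of 365 miRs were changed by a log2 fold change of 2. Of the strongly expressed changed miRs, 61.8% were given back at day 7 and 96.6% with timepoint as a blocking factor. At day 21 it was 80.7%, and for the difference between timepoints 39.7%. The share of false calls was 3.46%, 3.74%, 5.87% and 11.4%. In 50 simulations without any change, 9, 8, 8 and 10 gave at least 1 call, and the most calls in one simulation were 2, 1, 3 and 2.

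Single miRs were tested by exact permutation of the treatment labels within timepoint, two-sided, on the difference of mean log2 CPM with a prior count of 2. Marker sets of miRs for erythrocytes, leukocytes, liver, muscle and the let-7 family were listed before the data were examined, as were the comparisons, the alternatives and the rule for named miRs, apart from those stated to be chosen later. The rule names every miR of Tables 2 and 3 and the text, any other miR called in the 10 libraries, and the members of a marker set where a test uses them. Sets were compared with 10000 random sets matched on abundance.

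The alternatives were the set of libraries, the normalization (DESeq2 size factors, no composition factor, and the sequenced reads or the spike-in calibrator reads of Table S4 as library size), the low-count filter (none, filterByExpr, DESeq2's present rule, and at least 10 counts in every library), the test (edgeR 4 quasi-likelihood, robust estimation, the Wald test of DESeq2 1.42.0 and voom of limma 3.58.1), thinning of every library to the smallest total, a replicate block, the libraries in the fit, and each library left out in turn. The replicate block comes from the biological replicate numbers in the study's labels. Neither the paper nor the labels say that same-numbered animals were handled together. The precursors of the named miRs were looked up by symbol in the GRCr8 annotation, where 13 of 13 were found, and the authors' reads were mapped to an earlier build, so no positions are given.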

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

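The tests in this part on detection at equal depth, blood-cell miRs, muscle miRs and the choice of libraries left out were chosen only after the result was seen. In groups of 5 or 6 libraries, 64 sets of values were searched for a library far from the others, and 10 were found, where chance gives 3.2. None of the 32 sets built from the 10 libraries of Table S4 held one, and 10 of the 32 built from all 12 did. Each of these 10 came from one of the libraries that Table S4 does not list. In rapamycin day 7 replicate 2, these were the calibrator counts of 9294, the 5.53 miR counts per calibrator count and the log2 CPM of 15.84 for miR-191a-5p. In vehicle day 7 replicate 1, these were the 95834 miR counts, the spike-in share of 13.6%, the 12.8 miR counts per calibrator count, the 354 detected miRs and the log2 CPM of 16.14 for miR-191a-5p, 9.86 for miR-142-3p and 11.45 for miR-128-3p.

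The libraries that Table S4 does not list also held a signal of their own, since 61 miRs were counted in them and in none of the other 10. Vehicle day 7 replicate 1 held 44 of them, with at most 26 counts for a miR, and rapamycin day 7 replicate 2 held 32, with at most 9. Of these, 16 and 8 reached 3 counts. Depth was tested as an explanation for the larger number of detected miRs. With every library thinned to 16327 miR counts, the unlisted libraries still held 269.5 and 258.5 detected miRs, and the lower of these was 32.5 above the highest of the other 10, so depth alone does not account for it. Across miRs, the unlisted libraries correlated with each other at r = 0.958, and pairs of a rapamycin and a vehicle library among the listed ones at r up to 0.966. With the listed libraries of its own group, rapamycin day 7 replicate 2 correlated at 0.891 and 0.913 and vehicle day 7 replicate 1 at 0.753 and 0.662. No condition in the design separates this pair from the other 10.

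A smaller share of RNA from blood cells is a candidate explanation for the low share of miR-128-3p in these libraries. Against the other day 7 libraries, the erythrocyte set lay at percentile 0.13 of matched random sets (median log2 difference -1.57, 7 of 7 lower), and the leukocyte set at percentile 0, below each of the 10000 random sets (median -1.46, 8 of 8 lower). The liver set lay at percentile 68.0 and the muscle set at 87.3. This is a comparison of a pair of libraries chosen for their difference, and handling of the sample, dilution of blood-cell RNA by other RNA and the animals themselves cannot be told apart with these data.

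Treatment differences that themselves differed between timepoints were found for miR-150-5p in the 10 libraries, with a difference of -2.28, and for miR-133a-3p in all 12, with a difference of -3.64. For miR-150-5p the difference of mean log2 CPM was -1.84, with an exact permutation p of 0.217 (adjusted p = 0.433). Its fitted difference over all 12 libraries was -1.90 with an adjusted p of 0.849. With sequenced reads or calibrator reads as library size 0 miRs passed the fitted test, with 9 and 10 at an unadjusted p under 0.05. As part of the leukocyte pattern at day 7, miR-150-5p is weighed under the other observations. For miR-133a-3p the difference of mean log2 CPM in all 12 was -0.10. The exact permutation p of 0.98 (adjusted p = 0.98) is for that value and not for the fitted -3.64. For this miR the fitted difference in the 10 libraries was 0.82. Its 1026 counts in vehicle day 7 replicate 1 compare with at most 46 in each of the other 11 libraries. Muscle RNA in that library was tested as an explanation. The other muscle miRs together held 34 counts there, and their summed CPM was 2.61 times the highest of the other 11 libraries. However, 26 of the 34 counts were miR-133b-3p, which is close in sequence to miR-133a-3p. The 4 muscle miRs outside this family held 8 counts, and their summed CPM was 0.613 times the highest of the other 11 libraries. Muscle miRs outside the miR-133 family thus gave no support for muscle RNA in that library, and the high count has no explanation here.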

How the results depend on the processing

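The number of DE miRs at day 7 in the 10 libraries of Table S4 was 3. It was 1 with all 12 libraries, 5 with DESeq2 size factors, 5 with no composition factor, 7 with edgeR 4 quasi-likelihood and 16 with day 7 libraries only. It was 0 with filterByExpr, with at least 10 counts in every library, with DESeq2's Wald test and with limma-voom, where 7, 9, 7 and 4 miRs had an unadjusted p under 0.05. Across 6 fits that each left out one day 21 library it ran from 2 to 7. With timepoint as a blocking factor the number was 5. It was 2 with all 12 libraries, 2 with no filter, 2 with DESeq2's present filtering rule and 2 with the replicate block, and these 2 were among the 5 in each case. It was 0 with filterByExpr, with at least 10 counts in every library, with DESeq2's Wald test and with limma-voom (10, 11, 12 and 13 at an unadjusted p under 0.05). Across all 16 other settings it ran from 0 to 7. Across 10 fits that each left out one library it ran from 2 to 10.

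At day 21 the number was 1. It was 2 with no composition factor and 0 with all 12 libraries, no filter, filterByExpr, DESeq2's present filtering rule, at least 10 counts in every library, DESeq2's Wald test, limma-voom, the replicate block and day 21 libraries only, where 12, 15, 8, 15, 7, 9, 6, 2 and 12 miRs had an unadjusted p under 0.05. Across 10 fits that each left out one library it ran from 0 to 7, with 10 to 27 at an unadjusted p under 0.05. For the difference between timepoints the number was 1. It was 3 with DESeq2 size factors, 2 with no composition factor and 0 with all sequenced reads as library size, spike-in calibrator reads as library size, filterByExpr, at least 10 counts in every library, DESeq2's Wald test and limma-voom, where 9, 10, 3, 3, 6 and 16 miRs had an unadjusted p under 0.05. Across 6 fits that each left out one day 21 library it ran from 0 to 10, with 7 to 33 at an unadjusted p under 0.05.

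Over all 12, the number at day 7 was 1. It was 2 with DESeq2 size factors and 0 with no filter, filterByExpr, DESeq2's Wald test and the replicate block (8, 2, 3 and 2 at an unadjusted p under 0.05). Without each library in turn it ran from 0 to 7 (5 to 29), and the 7 came without vehicle day 7 replicate 1. With timepoint as a blocking factor the number was 2. It was 0 with no filter, filterByExpr, DESeq2 size factors, DESeq2's Wald test, the replicate block and the spike-in calibrator counts as library size (15, 6, 15, 6, 3 and 7 at an unadjusted p under 0.05). Without each library in turn it ran from 0 to 6 (8 to 31). At day 21 it was 0 in the fit and under each of 6 settings (from 3 to 12 at an unadjusted p under 0.05), and from 0 to 2 without each library in turn (6 to 17). The calibrator counts of all 12 libraries were an alternative chosen after seeing the data. For these changes in the number of DE miRs, the cause was not tested.

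The number of miRs detected in any library was 365, and it was 230 with at least 5 counts. The share of the first principal component was 30.8%, and it was 39.0% with all 12 libraries, 26.2% with a prior count of 0.5, 49.6% with at least 10 counts in every library and 22.5% with unit variance. The log2 fold change of miR-133a-3p with timepoint as a blocking factor reversed with all 12 libraries, from 2.01 to -0.41, where the added vehicle library holds 1026 of its counts. That of let-7c-5p was 1.03 and ran from -0.15 to 1.23 across the 10 fits that each left out one library, and the reversal came without rapamycin day 21 replicate 3. Across the same fits that of miR-133a-3p ran from 0.50 to 2.93 and that of miR-99a-5p from 0.35 to 1.18. The call was kept in 3 of 10 fits for miR-133a-3p and in 4 of 10 for miR-99a-5p. For single miRs of Tables 2 and 3, 166 values under other settings gave 103 with the same direction and the same side of the threshold, 56 weaker, 6 stronger and 1 reversed, and 90 values from leaving out a library gave 62, 22, 5 and 1. A miR that was never called counts as the same, as in all 15 settings for miR-34a-5p. At day 7 the call was kept in 11 of 15 settings for miR-150-5p and 3 of 15 for miR-128-3p. With timepoint as a blocking factor it was kept in 12 of 16 for miR-128-3p and let-7f-5p. For miR-99a-5p, let-7c-5p and miR-133a-3p it was kept in 6 of 16, 4 of 16 and 4 of 15. The 20 values at day 7 without one of the day 7 libraries kept their direction and were not tested. The scaling moved all miRs together. With sequenced reads as library size, the median log2 fold change of 75 miRs shifted by -0.23 at day 7, -0.33 with timepoint as a blocking factor and -0.48 at day 21, and with calibrator reads by -0.19, -0.33 and -0.50. With DESeq2 size factors it shifted by 0.14 at day 7.

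Depth limits the miRs with low counts. The smallest library has 16327 miR counts, at which 3 counts are 184 CPM. With rapamycin the counts of miR-133a-3p ran from 0 to 45 and were under 3 in 2 of 5 libraries, and those of miR-34a-5p ran from 2 to 13 and were under 3 in 1 of 5. With every library thinned to that total, a median over 20 draws of 3, 4, 1 and 1 DE miRs was found at day 7, with timepoint as a blocking factor, at day 21 and for the difference between timepoints. No paired analysis was possible at day 7 or for the difference between timepoints in the 10 libraries because only replicate 3 is listed for both treatments at day 7. Calls with a day 7 library left out of the 10 were not made at day 7 or for the difference between timepoints, since 1 library would be left in a group.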

Differences from the paper's values

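For miR-122-5p at day 7 the p was 0.00687 against the paper's 0.0008. None of the alternatives set before the data were examined other than leaving out a library closed the gap, and without rapamycin day 21 replicate 2 it was closed, with a p of 0.000663. For miR-191a-5p at day 7 the p was 0.130 against the paper's 0.0049, which no alternative closed, and the adjusted p was 0.373 against the paper's 0.049, which was closed with day 7 libraries only (0.0369) and under no other. For miR-142-3p at day 7 the p was 0.0600 against the paper's 0.0071, closed with day 7 libraries only (0.00611) and under no other. For miR-128-3p at day 7 the p was 0.00457 against the paper's 0.0072. That gap was closed with no composition factor, with thinning to the smallest total, and without rapamycin day 21 replicate 1 or vehicle day 21 replicate 2, and not under the other settings. For miR-150-5p at day 7 the p was 7.76e-06 against the paper's 0.00038, closed with all 12 libraries (0.000460), all sequenced reads as library size (0.000293) and spike-in calibrator reads as library size (0.000294). Its adjusted p was 0.000233 against the paper's 0.013, closed with all sequenced reads (0.0149) and spike-in calibrator reads (0.0109) as library size. The other settings left both gaps open.

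With timepoint as a blocking factor, the p of miR-133a-3p was 0.00154 against the paper's 0.00073 and its adjusted p 0.0423 against the paper's 0.026. Both gaps were closed with no composition factor, the first also without rapamycin day 7 replicate 3, and neither under the other settings. For let-7c-5p the p was 0.00111 against the paper's 0.0017, closed with DESeq2 size factors and with no composition factor and not under the others. The paper's adjusted p for miR-122-5p and miR-142-3p at day 7 has no counterpart here, since both miRs lay below the abundance cutoff. The number of DE miRs at day 7 was 3 against the paper's 5. That gap was closed with DESeq2 size factors (5) and with no composition factor (5), and it narrowed without rapamycin day 21 replicate 3 (6) or without vehicle day 21 replicate 3 (4). With edgeR 4 quasi-likelihood (7) and without rapamycin day 21 replicate 2 (7), the number lay as far above the paper's 5 as 3 lies below it, and the other settings left the gap open. The paper does not define its 277 overlapping miRs, which follow a sentence on an earlier panel of miRs. Read here as miRs detected in every library, a reading that the paper does not state, the number was 129 against the paper's 277, and none of the alternatives set before the data were examined closed the gap.

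The paper's Table 2 lists miR-122-5p, miR-191a-5p and miR-142-3p as DE at day 7, and here they were not called in the 10 libraries. With day 7 libraries only, all 3 were called, and miR-122-5p was also called with DESeq2 size factors, no composition factor and edgeR 4 quasi-likelihood and without rapamycin day 21 replicate 2 or replicate 3. The paper's Table 2 does not list let-7f-5p, which here was called at day 7 with a log2 fold change of -1.56 (adjusted p = 0.0020). The paper's Table 3 lists miR-34a-5p, which here had an adjusted p of 0.0533. It was called without rapamycin day 21 replicate 1, without vehicle day 21 replicate 3 and without vehicle day 7 replicate 2, with adjusted p of 0.0499, 0.0392 and 0.0499, and under no other setting.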

Other observations

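The tests of the pair of day 7 libraries left out, of depth within groups, of the fall in miR counts and of correlations between single miRs were chosen only after the result was seen. The number of DE miRs was set against other splits of the libraries within timepoint. With timepoint as a blocking factor, 5 of the 16 splits of the 10 libraries that part as many same-numbered pairs as the treatments do gave at least 5 DE miRs, the real split included, and 15 of all 60 splits did. All splits other than the real one gave a median of 2 and up to 27. Over all 12, 16 of 32 such splits gave at least 2, and 40 of 100 splits run out of 200. At day 7 in all 12 libraries, 3 of 4 such splits gave at least 1. At day 21, 4 of 4 such splits gave at least 1 in the 10 libraries, and 4 of 4 gave at least 0 in all 12, a comparison that a count of 0 settles in advance. The splits that part another number of pairs put same-numbered libraries on one side. Of the small comparisons, 16 splits cannot give a share under 0.0625 and 4 cannot give one under 0.25. These numbers of DE miRs cannot be told apart from what other groupings of the same libraries give. In the 50 simulations without any change at most 1 call was made with timepoint as a blocking factor and at most 2 at day 7, fewer than the 5 and 3 found in the 10 libraries. However, the simulations draw each miR independently and use only the trend of dispersion on abundance. The splits keep the relations between miRs within a library.

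At day 7 with 10 libraries, and for the difference between timepoints there, no count of splits was made, since each treatment has 2 libraries at day 7. As a further check, each of the 9 pairs of day 7 libraries, one per treatment, was left out in turn. The pair that Table S4 does not list gave 5 DE miRs with timepoint as a blocking factor, and the other 8 pairs gave 0 to 3, so 1 of the 9 pairs gave as many as 5. At day 7, 3 of the 9 pairs gave at least the 3 DE miRs found with that pair left out, up to 7. The log2 fold change of miR-128-3p with timepoint as a blocking factor was negative with each of the 9 pairs left out. It was called DE with each of the 3 pairs that leave out vehicle day 7 replicate 1 (adjusted p from 0.000744 to 0.00473) and with none of the 6 that keep it (adjusted p from 0.876 to 0.998), so in fits of 10 libraries its call depended on leaving out that library. The number of DE miRs also went with that library. With timepoint as a blocking factor, the 3 pairs that leave it out gave 3, 5 and 3, and the 6 that keep it gave 0 or 1. At day 7 the 3 pairs gave 7, 3 and 3, and the 6 gave 0 to 2. With 9 pairs no share under 0.111 can arise, so these data cannot say whether the unlisted pair differs from the others beyond chance.

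Library depth was tested as an explanation for the lower miR-128-3p with rapamycin. With every library thinned to the smallest total, its log2 fold change with timepoint as a blocking factor was -0.89, against -0.86 at full depth, but thinning keeps the share of a miR on average, so this test could not show whether that share depends on depth or on RNA input. Within the 4 groups of treatment and timepoint, the log2 CPM of miR-128-3p and the log2 total of miR counts correlated at r = 0.237 in the 10 libraries (exact permutation p = 0.660, adjusted p = 0.660 over 2 sets of libraries) and rho = 0.527 (p = 0.326), and r was 0.356 without the 2 farthest libraries, so there depth cannot be told apart from the treatment. In all 12 the correlation was negative, r = -0.725 (exact permutation p = 0.0934, adjusted p = 0.187) and rho = -0.54 (p = 0.192), and r was -0.32 without the 2 farthest libraries, the opposite of what lower depth with rapamycin would need, since the 2 unlisted libraries are the deepest and hold the lowest levels of this miR. The exact permutation p of 0.0333 in the 10 libraries (adjusted p = 0.1) and 0.375 in all 12, and the splits above, leave chance open. Haemolysis was tested through erythrocyte miRs, which lay at percentile 64.9 of matched random sets at day 7 (3 of 7 higher) and 68.2 with timepoint as a blocking factor (5 of 7 higher), within the central range, so a difference in erythrocyte RNA between treatments was not found. Over all 12 the second percentile was 89.1.

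The leukocyte set without miR-142-3p and miR-150-5p was lower with rapamycin at day 7, at percentile 0.95 of matched random sets (median log2 fold change -0.66, 5 of 6 lower) and at 0.96 in all 12 libraries. The set still held miR-142-5p (-0.90), the other arm of the precursor of miR-142-3p, and so is not independent of miR-142-3p. Among its other members, miR-342-3p, miR-155-5p, miR-146b-5p and miR-223-3p were lower (-1.42, -0.99, -0.42 and -0.41) and miR-146a-5p was higher (0.30). Both left-out miRs may share a leukocyte source, and a lower share of leukocyte RNA and lower expression cannot be told apart. Across libraries the exact permutation p of the set was 0.333 in the 10 (log2 difference -0.56, adjusted p = 0.788 over 9 tests), the smallest p the design allows, and 0.6 in all 12 (-0.40, adjusted p = 0.9), so a difference of the set between treatments is not shown. The liver set without miR-122-5p was higher at day 7, at percentile 99.6 (median 1.38, 3 of 3 higher), and at 100 in all 12 libraries (median 0.87, 2 of 3 higher). It still held miR-122-3p, the other arm of the same precursor, whose log2 fold change of 1.38 is the median in the 10 libraries. The other members were miR-192-5p at 1.43 and miR-148a-3p at 0.03. The set is therefore not an independent test of liver RNA. The exact permutation p of the liver set was 0.333 (log2 difference 0.86, adjusted p = 0.788) and 0.2 in all 12 (0.55, adjusted p = 0.9). At day 21 the difference had the opposite sign, -0.76 in the 10 libraries and -0.94 in all 12. Whether liver RNA moves miR-122-5p is left open, and a treatment effect on liver RNA is not shown. For miR-133a-3p, 0 of the other muscle miRs reached 10 counts summed over the 10 libraries, so muscle RNA could not be tested between treatments.

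Across the 10 libraries, log2 CPM of miR-122-5p and miR-192-5p correlated with Pearson's r = 0.930 (permutation p = 0.00037, adjusted p = 0.000693 over 4 relations) and Spearman's rho = 0.964 (permutation p = 2e-05), and r was 0.924 without the 2 farthest libraries and 0.932 in all 12. For miR-142-3p and miR-150-5p r was 0.871 (permutation p = 0.00052, adjusted p = 0.000693) and rho 0.818 (p = 0.00593), and r was 0.672 without the 2 farthest libraries and 0.861 in all 12. For let-7c-5p and miR-125b-5p r was 0.901 (permutation p = 0.00037, adjusted p = 0.000693) and rho 0.903 (p = 0.00087), and r was 0.816 without the 2 farthest and 0.753 in all 12. For miR-99a-5p and let-7c-5p, whose precursors include neighbours, r was -0.16 (permutation p = 0.660, adjusted p = 0.660) and rho -0.079 (p = 0.836), and r was 0.156 without the 2 farthest and -0.19 in all 12. With each miR centred on the mean of its group of treatment and timepoint, and libraries permuted within groups, r in the same order of pairs was 0.890, 0.868, 0.908 and -0.61 in the 10 libraries (exact permutation p = 0.0556, 0.139, 0.160 and 0.292, adjusted p = 0.213, 0.213, 0.213 and 0.292) and rho was 0.782, 0.806, 0.697 and -0.64 (p = 0.0694, 0.0417, 0.153 and 0.181). In all 12 the centred r was 0.884, 0.897, 0.773 and -0.62 (exact permutation p = 0.0123, 0.00386, 0.199 and 0.113, adjusted p = 0.0247, 0.0154, 0.199 and 0.151) and rho was 0.795, 0.902, 0.580 and -0.53 (p = 0.0293, 0.00617, 0.177 and 0.177). Without the 2 farthest libraries the centred r was 0.797, 0.949, 0.720 and -0.48 in the 10 and 0.792, 0.722, 0.414 and -0.23 in all 12.

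For let-7c-5p and let-7f-5p, which change in opposite directions, reads shared between let-7 family members were tested. The summed counts of the 9 members changed by a log2 difference of -0.44 with rapamycin (exact permutation p = 0.2), which is between no change and the change of let-7f-5p, so sharing of reads cannot be told apart from separate changes. With timepoint as a blocking factor, 1 of the 9 members was higher and 8 were lower under each of 5 scalings. At day 7 let-7d-5p was also higher with DESeq2 size factors and with no composition factor, and at day 21 3 members were higher under TMM, DESeq2 size factors and no composition factor and 1 under the other 2.

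Fewer sequenced reads were tested as an explanation for the fewer miR counts with rapamycin. On the log2 scale sequenced reads changed by 0.314 of the change in miR counts, so the number of reads alone does not account for it. The miR share of sequenced reads changed by -0.41 (exact permutation p = 0.0833, adjusted p = 0.139 over 5 measures), which no test here tells apart from the recovery of EVs or RNA.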
